# Low oxygen levels as a trigger for enhancement of respiratory metabolism in *Saccharomyces cerevisiae*

**DOI:** 10.1186/1471-2164-10-461

**Published:** 2009-10-05

**Authors:** Eija Rintala, Mervi Toivari, Juha-Pekka Pitkänen, Marilyn G Wiebe, Laura Ruohonen, Merja Penttilä

## Abstract

**Background:**

The industrially important yeast *Saccharomyces cerevisiae *is able to grow both in the presence and absence of oxygen. However, the regulation of its metabolism in conditions of intermediate oxygen availability is not well characterised. We assessed the effect of oxygen provision on the transcriptome and proteome of *S. cerevisiae *in glucose-limited chemostat cultivations in anaerobic and aerobic conditions, and with three intermediate (0.5, 1.0 and 2.8% oxygen) levels of oxygen in the feed gas.

**Results:**

The main differences in the transcriptome were observed in the comparison of fully aerobic, intermediate oxygen and anaerobic conditions, while the transcriptome was generally unchanged in conditions receiving different intermediate levels (0.5, 1.0 or 2.8% O_2_) of oxygen in the feed gas. Comparison of the transcriptome and proteome data suggested post-transcriptional regulation was important, especially in 0.5% oxygen. In the conditions of intermediate oxygen, the genes encoding enzymes of the respiratory pathway were more highly expressed than in either aerobic or anaerobic conditions. A similar trend was also seen in the proteome and in enzyme activities of the TCA cycle. Further, genes encoding proteins of the mitochondrial translation machinery were present at higher levels in all oxygen-limited and anaerobic conditions, compared to fully aerobic conditions.

**Conclusion:**

Global upregulation of genes encoding components of the respiratory pathway under conditions of intermediate oxygen suggested a regulatory mechanism to control these genes as a response to the need of more efficient energy production. Further, cells grown in three different intermediate oxygen levels were highly similar at the level of transcription, while they differed at the proteome level, suggesting post-transcriptional mechanisms leading to distinct physiological modes of respiro-fermentative metabolism.

## Background

Oxygen is one of the basic determinants of cellular physiology. Oxygen is needed for energy metabolism and sterol, fatty acid and heme biosynthesis, but may also cause oxidative damage, especially when cells are exposed to oxygen after being in oxygen-restricted conditions [1]. Regulation of metabolism in response to oxygen availability is needed for rapid adaptation to changing environments both in nature and in industrial bioprocesses. *Saccharomyces cerevisiae*, a major industrial organism, is able to grow both in the presence and in the complete absence of oxygen by adjusting the mode of metabolism from respiratory to respirofermentative and fermentative. Among yeasts, *S. cerevisiae *and other *Saccharomyces *species are unique in being able to restrict respiration and increase fermentative metabolism on glucose, even in the presence of oxygen, by the repression of respiratory genes [2].

The concentration of heme plays a central role in the regulation of oxygen responsive genes in *S. cerevisiae*, through the biosynthetic pathway of heme which is not active in the absence of oxygen. However, there are at least two types of heme pools in the cell, a protein-bound and a free pool, and it is not known how these two pools contribute to the transcriptional regulation [3]. The transcription factor Hap1p acts as an activator or as a repressor of certain genes depending on the presence or absence of heme. In the presence of heme, Hap1p activates the expression of genes involved in respiration and oxidative stress [4,5]. Transcriptional activation by Hap1p increases dramatically between anaerobic and severely oxygen- restricted conditions, but only gradually between 1 μM O_2 _and fully aerobic conditions [3]. Hap1p also induces the expression of *ROX1*, which encodes a repressor of genes needed during severe hypoxia or in anaerobic conditions [6,7]. In the absence of heme, Hap1p acts as a repressor of genes involved in ergosterol biosynthesis [8]. The transcription factor Hap2/3/4/5p is also suggested to be activated by heme and it induces the expression of many genes involved in respiratory metabolism in the presence of oxygen [9,10]. However, while the regulation of Hap1p by heme has been widely studied, the regulation of Hap2/3/4/5p by heme and oxygen is largely unknown [11].

In anaerobiosis, the cell wall and cell membrane of *S. cerevisiae *is remodelled, which enables import of sterols and fatty acids, which, like heme, are not synthesised in the absence of oxygen [9,12-16]. Transcription factors Upc2p, Ecm22p and Sut1p are known to play a role in the import of sterols, but the exact mechanisms are not known [17,18]. However, nearly one third of anaerobically upregulated genes contain Upc2p/Ecm22p binding sites in their promoters [19,20]. Upc2p and Ecm22p bind the same sequence and the binding is dependent on sterol concentration [21]. In addition, Mox1p and Mox2p have been suggested to be repressors interacting with Upc2p [22]. The target genes of Sut1p are not known, but the overexpression of *SUT1 *has been shown to enable uptake of sterols in aerobic conditions [23,24].

Genome wide studies have revealed that a large part of the *S. cerevisiae *transcriptome reacts to the presence or absence of oxygen, partly depending on the carbon source and nutrient limitation [12-14,25,26]. While Piper and co-workers identified 877 transcripts differentially expressed between aerobic and anaerobic glucose-limited conditions, Tai and co-workers found that only 155 of these genes responded consistently to anaerobiosis under four different macronutrient limitations [25,26]. Lai and co-workers monitored the transcriptome of *S. cerevisiae *during the transition from aerobic to anaerobic conditions in batch cultivations on glucose and galactose [13,14]. These studies revealed an initial response of stress-activated genes only on galactose, while later responses of downregulation of mitochondrial functions, upregulation of carbohydrate metabolism and redox regulation and activation of networks involved in sterol and cell wall homeostasis were similar on both carbon sources. In addition to transcriptome analyses, a recent comparison of the transcriptome and proteome revealed post-transcriptional regulation of glycolysis and of the aminoacyl-tRNA, purine and amino acid biosynthetic pathways, in respect to oxygen availability [27].

To our knowledge, there is no published data of the transcriptome or proteome in steady state conditions with intermediate oxygen levels. Studies of yeast provided with different oxygen levels could reveal regulation that is dependent not only on the presence or absence oxygen, but also on oxygen concentration. Severe hypoxia is known to modulate gene expression of some gene pairs in a Hap1p, Hap2/3/4/5p and Rox1p dependent manner and it is thought to enable more efficient oxygen utilisation. *COX5a*/*COX5b*, *CYC1/CYC7, AAC2/AAC3 *and *TIF51a/ANB1 *are pairs of interchangeable genes, of which one member of the pair is used under aerobic conditions and the other under severe oxygen restriction [9]. This switch occurs only in very low oxygen concentrations [28] and nothing is known about the expression of these gene pairs under conditions of moderately low oxygen.

Under steady state glucose-limited conditions, glucose repression of respiratory functions does not occur and it is possible to study the effect of oxygen on metabolism without interfering effects of using different carbon sources or changes in the specific growth rate. We cultivated *S. cerevisiae *in highly controlled glucose-limited chemostat cultures with 0, 0.5, 1.0, 2.8 and 20.9% oxygen in the feed gas and studied the levels of selected transcripts, metabolites and fluxes of central carbon metabolism [29,30]. Our studies revealed that cells grown with 2.8% oxygen in the feed gas were very similar to those grown with 20.9% oxygen (fully aerobic conditions) in terms of oxygen uptake rate, carbon evolution rate, and biomass production, while only minor changes in fluxes were seen. However, the metabolism was already respiro-fermentative with 2.8% oxygen and a large fraction of measured transcripts levels differed from those observed in cells grown with 20.9% oxygen [29,30]. Furthermore, even though the biomass yield and the respirative carbon flux through the TCA cycle were significantly reduced when cells were fed 1.0% or 0.5% oxygen, compared to fully aerobic conditions, 36% and 25% of the ATP was still generated through respiration with 1.0% and 0.5% oxygen, respectively [29,30]. In order to get a global view on the metabolism of *S. cerevisiae *under various conditions of oxygen provision, we have performed whole transcriptome and partial proteome analysis of *S. cerevisiae *cells grown in glucose-limited chemostat cultures with 0, 0.5, 1.0, 2.8 or 20.9% oxygen in the feed gas and used both well established and recently published computational tools for a thorough analysis of the data.

## Results

### The effect of oxygen provision on gene transcription in steady state glucose-limited chemostats

Microarray analysis of yeast from glucose-limited chemostat cultivations with 0, 0.5, 1.0, 2.8 and 20.9% oxygen in the feed gas was performed. 

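Strain CEN.PK113-1A is a haploid of mating type alpha that can make all its own amino acids and nucleotides. In a glucose-limited chemostat the feed rate sets the growth rate, so cells can be given more or less oxygen while they divide at the same pace. The medium held ergosterol and Tween 80, a source of unsaturated fatty acids, because yeast needs oxygen to make sterols and unsaturated fatty acids itself. Cells from steady states were broken with glass beads, and their total RNA was purified on RNeasy columns. The RNA was copied into biotin-labelled cRNA and hybridised to GeneChip Yeast Genome 2.0 arrays. Affymetrix arrays of this kind report the brightness of a set of short probes for each transcript. The 22 arrays analysed were 6 at 1.0% oxygen and 4 at every other level; replicate 1 at 1.0% oxygen is not used here. According to the paper, 4 cultivations were sampled at 0, 1.0 and 20.9% oxygen, but only 2 at 0.5% and 2 at 2.8% oxygen, and 1 of those at 1.0% was sampled 4 times, so several samples came from the same chemostat. The labels do not say which samples share a cultivation, and the adjusted p-values reflect in part the spread between samples of 1 chemostat. At 2.8% oxygen the labels of replicates 2 and 4 describe cells that were centrifuged directly, while the other labels and the paper describe cold phosphate buffer. Values are as deposited by the authors, that is log2 intensities after Robust Multichip Average normalisation across arrays, and the medians of the 22 arrays lay between 9.04 and 9.10. Of 5716 probe sets in the table, 5498 name 1 gene in the S. cerevisiae reference (strain S288C, assembly R64) and 218 name none. Where a gene had several probe sets (47 genes), a probe set specific to that gene was preferred, and then the brightest, which left 5449 genes. One linear model with the 5 oxygen levels as groups was fitted to all arrays with limma, which the paper used too. The paper does not say whether all levels shared 1 fit. Benjamini-Hochberg adjusted p-values under 0.01 were called. Log2 changes are given as the level with more oxygen minus the level with less oxygen. "Intermediate" stands for the mean of the 3 group means between these ends (2.8%, 1.0% and 0.5% oxygen), and differences from it are given as intermediate minus 0% and intermediate minus 20.9%. The number of cultivations limits the precision for an oxygen level, and at 0.5, 1.0 and 2.8% it is lower than the number of samples. Values after a gene's mean are standard deviations over the arrays of that oxygen level (n = 4, or n = 6 at 1.0% oxygen).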

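Oxygen is a substrate of respiration and of the synthesis of haem, sterols and unsaturated fatty acids, and yeast senses its level partly through haem and sterols. A change in supply can therefore reach transcripts of many unrelated processes. Of 5449 genes, 3268 (60%) differed between the 5 oxygen levels in limma's moderated F test. In at least 1 of the 10 pairwise comparisons 3808 genes were called. Most of these differences were small: the median fold change of the genes called between 0 and 20.9% oxygen was 1.55.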

Statistical analysis of the steady state data revealed that 3435 genes responded significantly (p < 0.01) to oxygen availability under the five conditions studied. While the highest number of responsive genes (2900) was observed between the anaerobic and fully aerobic conditions, the number of genes expressed differently in conditions of intermediate oxygen (0.5-2.8%) was relatively small (Figure 1A and 1B). 

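Without oxygen, yeast ferments and builds a cell wall rich in the mannoproteins of the Dan and Tir families, and it depends on sterols taken up from the medium. With full aeration it respires glucose and can also burn ethanol, formate and fatty acids. Between 0 and 20.9% oxygen 2757 genes differed, 1196 with higher and 1561 with lower levels at 20.9%, and 672 of them changed at least 2-fold. The largest rise was that of FDH1 (YOR388C), which encodes formate dehydrogenase. Its log2 level was 5.34 ± 0.90 at 0% and 13.80 ± 0.20 at 20.9% oxygen, a log2 change of 8.46 (standard error 0.32, adjusted p = 6.7e-15). Transcripts of ADH2, the alcohol dehydrogenase that consumes ethanol, rose by 6.40 (standard error 0.45, adjusted p = 1.3e-10). The largest fall was that of DAN1 (YJR150C), a cell wall mannoprotein gene, from 13.34 ± 0.28 to 4.92 ± 0.73 (log2 change -8.41, standard error 0.23, adjusted p = 2.7e-17). The lower level of FDH1 and that of DAN1 are near the background of the arrays, so these 2 changes are lower limits. TIR1, of the same group of proteins, fell by 6.74 on the log2 scale. Among the intermediate levels 309 genes differed between 0.5 and 2.8% oxygen and 93 between 1.0 and 2.8%; 81 of these were called in both comparisons but not between 0.5 and 1.0%. These 2 counts depend on the samples and the model. They were 1736 and 859 with array weights, 151 and 25 with the replicate numbers as blocks, and 122 and 49 without the 2 directly centrifuged samples. With 2 samples each at 0.5 and 2.8% oxygen their medians were 78.5 and 47.5, and 41 and 16 with 3 at 1.0% as well. They ranged from 151 to 440 and from 68 to 147 with 1 array left out. HXT17, which encodes a hexose transporter, fell by 3.61 on the log2 scale from 0.5 to 2.8% oxygen (standard error 0.29, adjusted p = 2.3e-08). ADH2 rose by 3.82 over the same step (adjusted p = 7.0e-06). In none of the 3 comparisons among intermediate levels was a difference found for 5134 genes.

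**Figure D1:**
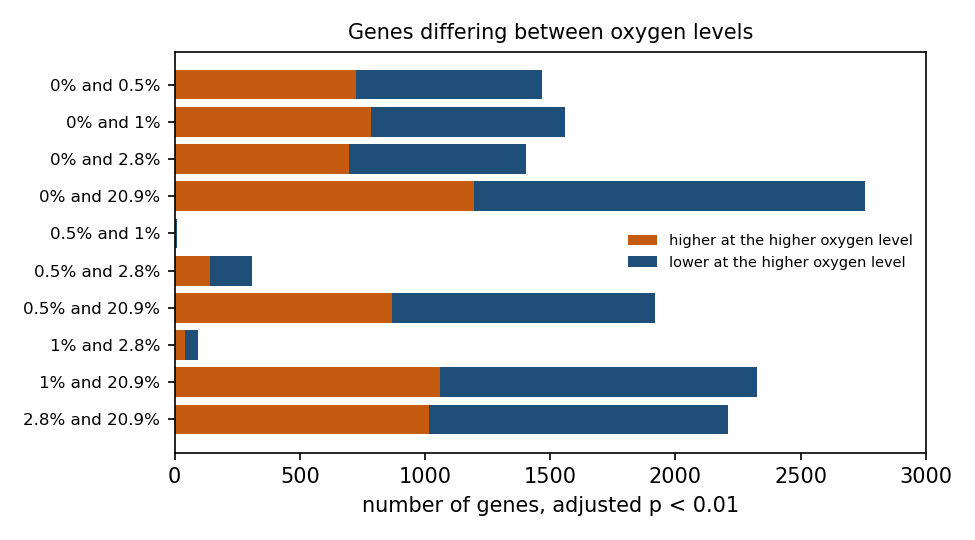
Number of genes with an adjusted p under 0.01 in each of the 10 comparisons of oxygen levels, split into genes higher and genes lower at the level with more oxygen. The bars range from 9 genes between 0.5 and 1.0% to 2757 genes between 0 and 20.9% oxygen.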

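Cells fed 0.5 and 1.0% oxygen both mix fermentation with respiration, and their chemostats differ in how much of the glucose is respired. Of 5449 genes, 9 differed between 0.5 and 1.0% oxygen, 6 higher and 3 lower at 1.0%. The number depends on the samples and the model: 4 to 17 genes passed with 1 array left out, a median of 0 with 2 samples each at 0.5 and 2.8% oxygen, and 1110 with array weights. With these weights replicate 1 at 0.5% oxygen counted most, at 7.32 against 0.503 to 1.12 for the other arrays of that level. With only the 2 levels compared in the fit, 34 genes were called. FDH1 rose by 1.69 on the log2 scale (standard error 0.30, adjusted p = 0.0079). ARO9, an aromatic aminotransferase, rose by 0.99 (adjusted p = 0.0079) and PUT1, proline oxidase, by 0.98 (adjusted p = 2.7e-04). PDR12, a pump for weak organic acids, PDH1, of propionate metabolism, and ATO2, an ammonium exporter, rose by 0.93, 0.74 and 0.64. BAP3 (YDR046C), an amino acid permease, had a log2 level of 7.74 ± 0.75 at 0.5% and 5.29 ± 0.28 at 1.0% oxygen, a log2 change of -2.44 (adjusted p = 2.7e-04). The levels of BAP3 at 1.0% and of FDH1 at 0.5% are near the background of the arrays, so the changes of these 2 genes are lower limits. HSP31 fell by 0.91 and PTR3, of the sensor for external amino acids, fell by 0.43. Without adjustment 710 genes had a p under 0.05. In simulated arrays with the observed spread of each gene, 47 of 50 genes shifted 2-fold and 13 of 50 shifted 1.25-fold between 0.5 and 1.0% oxygen were called. The simulation took samples as independent and changed more genes than the 9 called here. Both make a shift easier to call than in real samples that share chemostats.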

The transcriptome from cultures with 0.5% and 1.0% oxygen was particularly similar: only 10 genes had statistical differences (p < 0.01) in their expression. 

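Oxygen-limited cells differ from anaerobic cells in that they make haem and respire, and from fully aerobic cells in that they still ferment. Against 0% oxygen, 1466 genes differed at 0.5%, 1557 at 1.0% and 1402 at 2.8% oxygen. Against 20.9% oxygen, 1918 genes differed at 0.5%, 2326 at 1.0% and 2209 at 2.8%. At least 2-fold changes were found in 329, 341 and 372 genes against 0% and in 331, 344 and 357 genes against 20.9%. The 3 comparisons within each set share the 4 arrays at 0% or at 20.9% oxygen and are not independent of each other. Array weights gave 2499, 2496 and 2155 genes against 0%. With 2 samples each at 0.5 and 2.8% oxygen and 3 at 1.0%, the medians were 746.5, 940.5 and 835 against 0% and 1050, 1508 and 1232.5 against 20.9%. More genes against 0% than against 20.9% were called with array weights at 0.5 and 1.0%, and at all 3 levels when only the 2 levels compared were in the fit. The main fit takes 1 spread per gene for all levels. Single arrays deviated from their group means with a standard deviation over genes of 0.08 to 0.14 at 1.0% and 0.18 to 0.34 at 20.9% oxygen. The order of the 2 sets of counts therefore depends on how the spread is modelled.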

When the anaerobic or fully aerobic conditions were compared to conditions of intermediate oxygen, significant differences were found in 2000-2400 and 1500-1600 genes, respectively.

**Figure 1:**
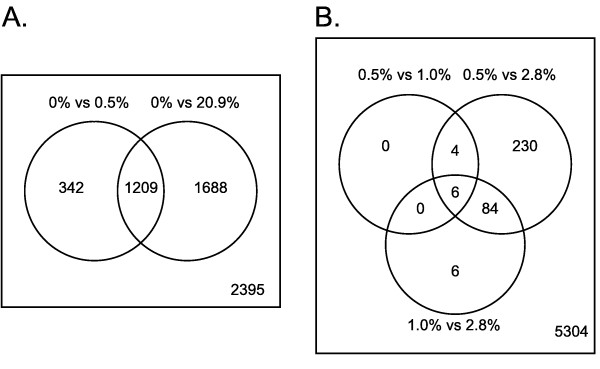
**Venn diagrams of the genes which differ significantly (p < 0.01) in conditions of different oxygen provision in the feed gas**. A. Anaerobic and either 0.5 or 20.9% oxygen in the feed gas and B. 0.5% and 1.0%, 0.5% and 2.8%, and 1.0% and 2.8% oxygen in the feed gas. The number in the lower right corner of the figures A and B represents the number of genes that were not differentially expressed.

To obtain an overall picture of metabolic pathways responding to oxygen availability, gene set enrichment analysis was performed. This analysis allows the identification of defined sets of genes with differential expression between two classes of samples [31,32]. Parametric gene set enrichment analysis (PAGE) uses fold changes between experimental groups to calculate Z scores for predefined gene sets and uses normal distribution to infer the statistical significance of the gene sets [33]. This approach was used in the present study to identify KEGG pathways and GO categories (containing 10 or more genes) which contained genes that were differentially expressed in conditions of different oxygen provision. Pair wise comparisons of successive oxygen levels and of the anaerobic and fully aerobic conditions are shown in Table 1. Comparison of intermediate oxygen levels showed that few pathways were differentially expressed when cells were provided with 0.5, 1.0 or 2.8% oxygen. In particular, comparison of 0.5% and 1.0% oxygen found no statistically significant differences, even at a p-value of 0.05 (data not shown).

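Pathways were tested as whole lists of genes, since a small shift shared by many genes of a pathway can be seen where no single gene stands out. Of 29 lists written before the files were opened, each with at least 10 measured genes, 6 differed between the mean of 0.5 and 1.0% oxygen and 2.8% oxygen at an adjusted p under 0.01 from camera, 3 higher and 3 lower at 2.8%. Chance is not excluded for that number, as 15 of 100 random splits of the samples, the true one included, gave at least as many. Camera compares a list with all other genes and was run with a preset correlation of 0.01 between genes; with an estimated correlation none of the 29 lists passed in any of the 7 comparisons made, and 1 to 8 lists had an unadjusted p under 0.05. Genes of fatty acid oxidation were higher at 2.8% oxygen (camera adjusted p = 2.6e-09, and adjusted p = 0.4 with an estimated correlation), as were those of the glyoxylate cycle (camera adjusted p = 6e-05, and adjusted p = 0.12 with an estimated correlation). Stress response genes were lower (camera adjusted p = 4e-16, and adjusted p = 0.3 with an estimated correlation), and so were protein folding genes (camera adjusted p = 5e-07, and adjusted p = 0.34 with an estimated correlation). Replicate 4 at 2.8% oxygen stood apart in the stress genes, with a mean over the list of 9.76 against 10.58 to 10.72 in the other 3 samples, and in the protein folding genes (11.44 against 11.68 to 11.73). In fatty acid oxidation it had the lowest mean of the 4 samples as well (9.70 against 10.18 to 10.36).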

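Between 0.5 and 1.0% oxygen, 2 of the 29 lists passed. Respiratory chain subunits were higher at 1.0% oxygen, by a median log2 change of 0.08 over 37 genes (camera adjusted p = 0.0036, and adjusted p = 0.84 with an estimated correlation). Genes of mitochondrial protein import were higher by a median of 0.09 (camera adjusted p = 0.0011, and adjusted p = 0.84 with an estimated correlation). No single gene of either list was called. In a PAGE test on the log2 changes, which takes genes as independent, 3 lists passed: stress response (z = -5.63), glyoxylate cycle (z = 3.96) and mitochondrial protein import (z = 3.38). When the samples at 0.5 and 1.0% oxygen were mixed at random, 64 of 100 splits, with the true groups counted as 1, gave at least as many lists.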

**Table 1:** Parametric gene set enrichment analysis of GO classes and KEGG pathways

**GO category**	**p-value**	**KEGG pathway**	**p-value**
**0% vs. 0.5 or 1.0%**		**0% vs. 0.5 or 1.0%**	
Sterol transport	2.83E-08	Oxidative phosphorylation	6.63E-12
Pheromone-dependent signal transduction during conjugation with cellular fusion	5.20E-06	Arginine and proline metabolism	1.59E-09
Aerobic respiration	0.0009	Glutathione metabolism	1.26E-05
Glutamate biosynthetic process	0.0015	Citrate cycle (TCA cycle)	1.74E-05
Tricarboxylic acid cycle	0.0025	MAPK signalling pathway	2.87E-05
Exocytosis	0.0065		
			

**0% vs. 2.8%**		**0% vs. 2.8%**	
Sterol transport	1.67E-07	Arginine and proline metabolism	2.50E-13
Pheromone-dependent signal transduction during conjugation with cellular fusion	8.38E-06	Citrate cycle (TCA cycle)	4.65E-07
Glutamate biosynthetic process	7.23E-05	MAPK signalling pathway	0.0002
Tricarboxylic acid cycle	0.0006	Porphyrin metabolism	0.0009
Aerobic respiration	0.0032	Sulphur metabolism	0.0039
Exocytosis	0.0056		
			

**0% vs. 20.9%**		**0% vs. 20.9%**	
Response to stress	1.54E-06	Glyoxylate and dicarboxylate metabolism	2.77E-17
Sterol transport	2.27E-05	Citrate cycle (TCA cycle)	3.16E-12
Meiosis	0.0008	Bile acid biosynthesis	3.05E-08
NADH oxidation	0.0025	Ascorbate and aldarate metabolism	5.83E-07
Sporulation	0.0063	Nucleotide sugars metabolism	3.18E-05
Sphingolipid biosynthetic process	0.0075	Propanoate metabolism	7.84E-05
		Fatty acid metabolism	0.0002
		Pentose phosphate pathway	0.0004

**0.5% vs. 1.0%**		**0.5% vs. 1.0%**	

**0.5 or 1.0% vs. 2.8%**		**0.5 or 1.0% vs. 2.8%**	
		Glyoxylate and dicarboxylate metabolism	6.15E-20
		Fatty acid metabolism	0.0001
		Porphyrin metabolism	0.0002

**0.5 or 1.0% vs. 20.9%**		**0.5 or 1.0% vs. 20.9%**	
Sporulation (sensu Fungi)	0.0015		
Pheromone-dependent signal transduction during conjugation with cellular fusion	0.0027		
Meiosis	0.0048		

**2.8% vs. 20.9%**		**2.8% vs. 20.9%**	
Response to stress	1.1E-12	Glyoxylate and dicarboxylate metabolism	3.93E-06
Sporulation (sensu Fungi)	0.0003	Phenylalanine metabolism	0.0064
Protein folding	0.0013	Amino sugars metabolism	
Pheromone-dependent signal transduction during conjugation with cellular fusion	0.0017		
SRP-dependent co-translational protein targeting to membrane, translocation	0.0019		
Hexose transport	0.0032		
Iron ion homeostasis	0.0077		

Pair wise comparison of transcriptome data from cells grown in glucose-limited chemostats receiving 0, 0.5, 1.0, 2.8 or 20.9% oxygen (p-values < 0.01). For 0.5 and 1.0% oxygen, the data has been combined and the p-values are averaged p-values.

Most of the genes (78%) which were differentially expressed between anaerobic and 0.5% provided oxygen were likewise differentially expressed between anaerobic and fully aerobic conditions (Figure 1A). 

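If oxygen acts as a switch, the genes that respond to a trace of it should also respond to full aeration and in the same direction. Of the 1466 genes called between 0 and 0.5% oxygen, 1147 (78.2%) were also called between 0 and 20.9%. Of these, 521 were higher and 591 lower with oxygen in both comparisons, and 35 moved in opposite directions. A further 319 genes were called only between 0 and 0.5% and 1610 only between 0 and 20.9%, and 2373 in neither. Both comparisons use the same 4 arrays at 0% oxygen, which alone makes their log2 changes correlate. In simulations of unchanged genes with shared 0% arrays, the correlation across genes was 0.503, against 0.74 observed. The covariance was 0.0102, against 0.443, and no simulated gene was called in both. Unchanged genes are hardly ever called, so this does not show how much the shared arrays add to the overlap of changed genes. When the 0% arrays were split so that each comparison had 2 of its own, 666 to 800 genes were called in both in the same direction over the 6 splits, and 70.8 to 75.5% of the genes called between 0 and 0.5% were also called between 0 and 20.9%. Independent lists of the same sizes would share 159 genes that rise and 213 that fall. Genes are not independent replicates, so no p is given for the overlap.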

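Mating pheromones act on haploid cells through a MAP kinase cascade, and oxidative phosphorylation is the part of energy metabolism that consumes oxygen directly. Between 0% and the mean of 0.5 and 1.0% oxygen, 10 of the 29 lists passed, 6 higher and 4 lower with oxygen; at least 10 did so in 13 of 100 random splits of the samples (the true one is 1 of them), so chance is not excluded for this number. Respiratory chain subunits were higher with oxygen (camera adjusted p = 1.5e-21, and adjusted p = 0.074 with an estimated correlation); between 0 and 20.9% oxygen the same list had camera adjusted p = 0.0041, and adjusted p = 0.43 with an estimated correlation. Pheromone response genes were higher at 0.5 and 1.0% (camera adjusted p = 4.7e-11, and adjusted p = 0.027 with an estimated correlation) and, to a lesser degree, at 20.9% (camera adjusted p = 0.0012, and adjusted p = 0.22 with an estimated correlation). For the list of arginine and proline metabolism the adjusted p with the preset correlation was 0.32, for exocytosis 0.13 and for glutathione metabolism 0.022 (adjusted p = 0.72, 0.38 and 0.26 with an estimated correlation). By PAGE, pheromone response (z = 8.91) and respiratory chain (z = 6.87) passed at 0.5 and 1.0%; at 20.9% pheromone response passed too (z = 3.06) and respiratory chain did not (z = 0.891).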

PAGE analysis revealed that the pathways that were differentially expressed between anaerobic and 0.5 or 1.0% provided oxygen, but not between anaerobic and fully aerobic conditions were those of oxidative phosphorylation, pheromone signalling, arginine, proline and glutathione metabolism and exocytosis (Table 1). 

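Cells fed 2.8% oxygen take up oxygen at nearly the rate of fully aerobic cells, but their metabolism is already partly fermentative. Between 2.8 and 20.9% oxygen 12 of the 29 lists passed, 5 higher and 7 lower at 20.9%. In 7 of 35 ways to split these samples, counting the true one, at least 12 passed, which leaves chance open for the number. Protein folding genes, which encode chaperones and heat shock proteins, were higher at 20.9% (camera adjusted p = 1.7e-07, and adjusted p = 0.21 with an estimated correlation), and 22 of 36 were called higher and 2 lower (22 and 3 when adjusted over the list alone). Genes of iron uptake at the cell surface were lower at 20.9% (camera adjusted p = 0.0056, and adjusted p = 0.3 with an estimated correlation). For the 18 genes of translocation into the endoplasmic reticulum through the signal recognition particle the adjusted p with the preset correlation was 0.54 (adjusted p = 0.67 with an estimated correlation), and 4 genes were called lower and 1 higher at 20.9%. Protein folding also passed between the mean of 0.5 and 1.0% oxygen and 20.9% (camera adjusted p = 0.00037, and adjusted p = 0.29 with an estimated correlation), as did iron uptake (camera adjusted p = 0.00086, and adjusted p = 0.19 with an estimated correlation). Phenylalanine and amino sugar metabolism were not analysed here as lists.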

Pathways unique to the comparison of 2.8% and 20.9% provided oxygen were protein folding, iron ion homeostasis, protein targeting to membrane and metabolism of phenylamine and amino sugars.

### Clustering of transcription data and promoter analysis of the clusters

Cluster analysis of the transcriptional data was carried out using fuzzy c-means clustering, which enabled clustering without prefiltering of the genes and thus included potentially interesting genes that did not differ strongly in the different conditions and which would otherwise have been discarded from the analysis [34]. Fuzzy c-means clustering is a soft clustering method that assigns genes to clusters with gradual membership values between zero and one. Not all genes are forced into clusters, as is often the case in traditional clustering of predetermined, significantly changing genes. Moreover, the membership values for the clusters can be used to determine the level of coregulation under consideration. The fuzzy c-means clustering of gene expression data from *S. cerevisiae *cultures grown with different amounts of oxygen and the most significant over-represented GO-categories and KEGG-pathways in these clusters are presented in Figure 2 and Additional file 1), respectively. 

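Fuzzy clustering groups genes by the shape of their profile, whatever the size of their change, and lets a gene belong to several groups in part. With the paper's settings (m = 1.25 and 22 clusters, on each gene scaled to mean 0 and standard deviation 1 over the 22 arrays), 3127 of 5449 genes (57.4%) had a membership over 0.5. The 22 clusters held 53 to 277 such genes. Cluster numbers are arbitrary, so a cluster was matched to the paper's through the genes that the paper names for it. All 9 measured genes named for cluster 3 fell into 1 cluster, as did 24 of 26 for cluster 4, all 8 for cluster 7, 31 of 32 for cluster 11 and 25 of 29 for cluster 14. The 20 genes named for cluster 16 were divided, with 9 in one cluster, 8 in another and 3 unassigned. Of the 13 genes named for cluster 21, 8 fell into the first of these, 3 into a different one and 2 into none. The named genes thus did not separate the 2 clusters, although both shapes that the paper describes were present. The cluster with 8 genes of cluster 16 had a centre of -1.2 at 0%, -0.24 to 0.14 at the intermediate levels and 1.3 at 20.9% oxygen. That with 3 genes of cluster 21 had -0.47 to -0.19 below 20.9% and 1.61 at 20.9% oxygen.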

Analysis of the gene expression data revealed 22 clusters containing 37-267 genes with alpha values higher than 0.5, i.e. the genes belonged with highest probability to the respective cluster.

**Figure 2:**
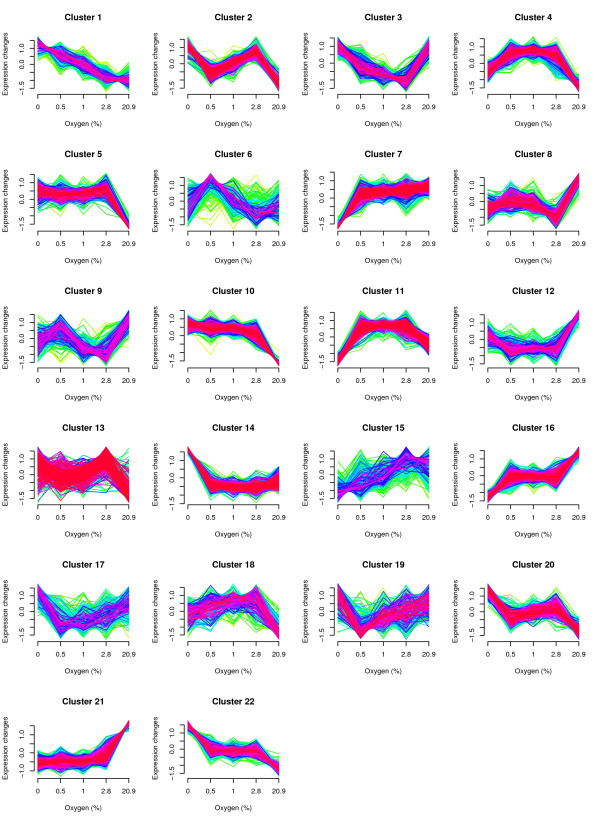
**Fuzzy c-means clustering of gene expression patterns in cells grown with 0, 0.5, 1.0, 2.8 and 20.9% oxygen in the feed gas**. The clustering was performed with individual samples, but average values for each condition are shown in the graphs. The expression values are centred and scaled around a mean of zero and standard deviation of 1, for all the genes. Red and purple represent genes that have membership values higher than 0.5 while green and yellow represent genes that have membership values below 0.5.

The promoter and 3'UTR sequences of genes in the clusters identified using fuzzy c-means clustering were analysed using FIRE software [35] and the results of the analysis are shown in Figure 3. The analysis revealed 17 transcription factor binding site motifs and 7 3'UTR motifs, of which some had significant co-occurrence and/or co-localisation patterns. A more detailed description of the results of clustering and promoter analysis is provided below.

**Figure 3:**
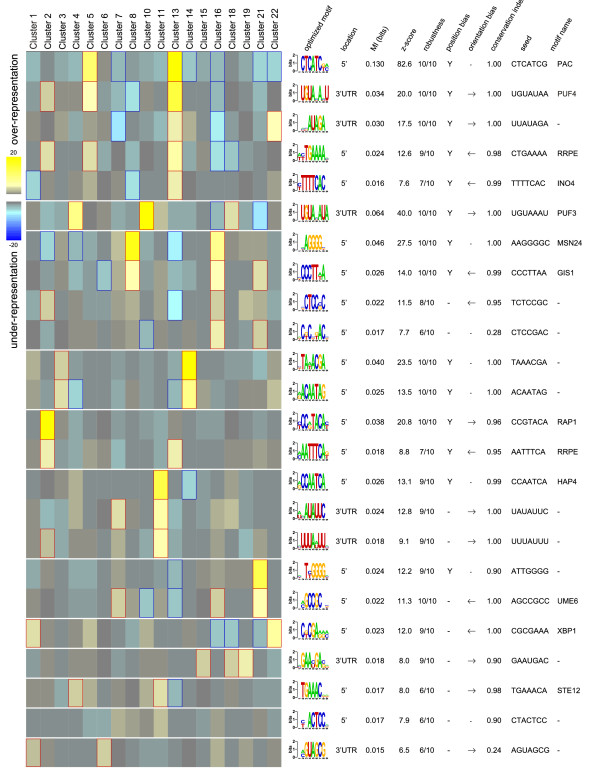
**FIRE analysis for transcriptional regulatory motifs occurring in the clusters presented in figure 2**. For each cluster, the most significant GO enrichments are shown at the top. Yellow indicates over-representation of a motif in a given cluster and significant (p < 0.05) overrepresentation is highlighted with red frames. Similarly, blue blocks and blue frames indicate significant (p < 0.05) under-representation. For each motif, the location (either 5' upstream or 3' UTR), mutual information (MI) value, Z score associated with the MI value, a robustness score ranging from 1/10 to 10/10, a position bias indicator ("Y" indicates position bias is observed), orientation bias indicator, conservation index, the seed that gave rise to the motif and name of the closest known motif are presented. For more details, see Elemento and co-workers 2007 [35].

### Genes of the respiratory pathway and TCA-cycle have enhanced expression in intermediate compared to fully aerobic conditions

Two steady state clusters (cluster 4 and cluster 11) contained genes that had higher expression in all intermediate oxygen conditions compared to either anaerobic or fully aerobic conditions. 

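A switch between absence and presence of oxygen would not, on its own, make a transcript highest when oxygen is scarce. Of 5449 genes, 288 peaked at the intermediate levels, that is the mean over these 3 levels was higher than 0% and also higher than 20.9%, each at an adjusted p under 0.01. A further 153 genes had their lowest mean there by the same rule. The largest peak was that of MF(ALPHA)2 (YGL089C), which encodes a minor form of the alpha factor pheromone, with log2 levels of 6.67 ± 0.36 at 0%, 12.63 ± 0.05 at 0.5%, 12.94 ± 0.07 at 1.0%, 13.06 ± 0.08 at 2.8% and 8.81 ± 1.05 at 20.9% oxygen. Of the 10 largest peaks, by the smaller of the 2 differences, 8 belonged to mating genes, FET3 to iron uptake and YGR109W-B to a retrotransposon. TSA2, a thioredoxin peroxidase, had one of the deepest dips: its intermediate mean lay below 0% by a log2 change of -3.95 (adjusted p = 8.9e-10) and below 20.9% by -2.47 (adjusted p = 9.5e-07).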

The transcription levels of genes in cluster 4 were higher in anaerobic than aerobic conditions, while the opposite was observed in cluster 11. 

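The cluster that held the genes named for cluster 4 had 159 members. Its centre, in standard deviations of each gene, was -0.45 at 0%, 0.53 at 0.5%, 0.61 at 1.0%, 0.35 at 2.8% and -1.35 at 20.9% oxygen. The match of cluster 11 had 194 members and a centre of -1.41 at 0%, 0.49 at 0.5%, 0.62 at 1.0%, 0.54 at 2.8% and -0.56 at 20.9% oxygen. FET3 and CYT1 stand for the 2 shapes. FET3, a multicopper oxidase of iron uptake, was higher at 0% (9.48 ± 0.53) than at 20.9% oxygen (8.15 ± 0.95), a log2 change of -1.33 (standard error 0.32, adjusted p = 0.0011). CYT1, cytochrome c1 of complex III, was lower at 0% (11.37 ± 0.20) than at 20.9% oxygen (12.34 ± 0.13), a rise by 0.97 (standard error 0.08, adjusted p = 1.8e-09).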

Cluster 4 was enriched in genes of KEGG pathways for the cell cycle and glycerophospholipid metabolism, while cluster 11 was enriched in genes related to oxidative phosphorylation, the TCA cycle, the MAPK signalling pathway and pyruvate metabolism. FIRE analysis revealed that different motifs were enriched in the promoters and 3'UTR sequences of the genes of these two clusters. In genes of cluster 4, motifs for Puf3p 3'UTR sites were found, while genes in cluster 11 were enriched in binding sites of the Hap2/3/4/5p transcription factor and two previously undescribed 3'UTR motifs (WHATATTC and HTTTAWTTH). All three motifs found in cluster 11 had significant co-occurrence amongst the genes.

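The respiratory chain passes electrons from NADH and succinate to oxygen, and its complexes are built from subunits encoded in the nucleus and in mitochondria. Cells short of oxygen could save these proteins or could make more of them to capture the little oxygen there is. Of 37 nuclear genes for subunits of complexes II to V and the internal NADH dehydrogenase, listed before the files were opened, 34 peaked at the intermediate levels (34 when adjusted over the list alone). The intermediate mean was above 20.9% for all 37 genes (37 when adjusted over the list alone), with a median log2 change of 0.58, and above 0% for 34, with a median of 0.74. The mean over the list was 11.88 ± 0.06 at 0% and 12.58 ± 0.04 at 0.5%, 12.66 ± 0.04 at 1.0%, 12.59 ± 0.11 at 2.8% and 12.02 ± 0.15 at 20.9% oxygen. In this mean replicate 4 at 2.8% stood apart (12.42 against 12.63 to 12.65), as did replicate 2 at 1.0% oxygen (12.59 against 12.66 to 12.7). QCR2 (YPR191W), a core subunit of complex III, had log2 levels of 11.88 ± 0.10 at 0%, 13.19 ± 0.08 at 0.5%, 13.20 ± 0.03 at 1.0%, 13.08 ± 0.07 at 2.8% and 12.56 ± 0.14 at 20.9% oxygen. Its intermediate mean exceeded 0% by 1.28 (standard error 0.06, adjusted p = 3.6e-14) and 20.9% by 0.60 (standard error 0.06, adjusted p = 1.9e-08). SDH1 (YKL148C), of succinate dehydrogenase, exceeded 0% by 0.94 (adjusted p = 1.3e-11) and 20.9% by 0.55 (adjusted p = 7.5e-08). ATP1, of the alpha subunit of ATP synthase, exceeded them by 0.35 and 0.27. The gene with a lower intermediate mean than 0% was COX5B, the hypoxic form of a cytochrome oxidase subunit, which fell by 2.91 on the log2 scale from 0 to 20.9% oxygen (adjusted p = 5.9e-14), while its aerobic partner COX5A peaked. In the clustering, 30 of the 37 genes were in the match of cluster 11 and 3 in that of cluster 4. From the raised transcripts, proteins and enzyme activities together, the paper proposes in its Discussion that the cell senses restricted oxygen and tries to enhance respiration by raising all of these genes.

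**Figure D2:**
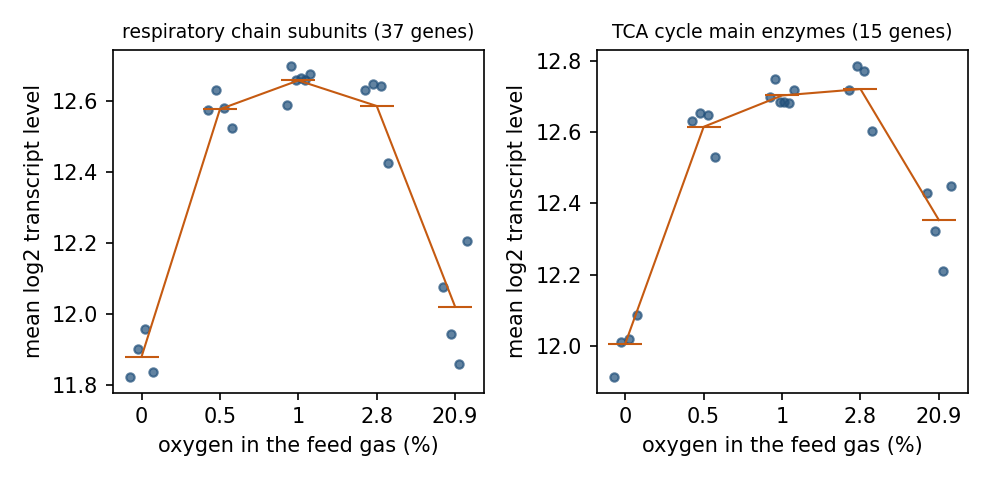
Mean log2 transcript level over the 37 respiratory chain genes and over the 15 genes of main TCA cycle enzymes (y axis) in each array at 0, 0.5, 1.0, 2.8 and 20.9% oxygen (x axis); dots are arrays and horizontal bars joined by a line are group means. Every array at 0.5 to 2.8% oxygen lies above the mean of 11.88 at 0% for the respiratory chain.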

Nearly all of the genes encoding nuclear-encoded subunits of respiratory chain complexes were located in cluster 11 (30 out of 37) and cluster 4 (4 out of 37), thus having their highest expression levels in the intermediate oxygen conditions. Cluster 11 and 4 also contained genes encoding several TCA cycle enzymes: Cit1p, Aco1p, Idh1p, Kgd1p, Kgd2p, Lpd1p, Mdh1p (cluster 11) and Idh2p (cluster 4). 

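The TCA cycle oxidises acetyl-CoA and supplies the respiratory chain with NADH and succinate, and it also makes precursors of amino acids, which anaerobic cells need as well. Of 15 genes for its main enzymes, listed before the files were opened, 12 peaked at the intermediate levels (12 when adjusted over the list alone). CIT1 (YNR001C), mitochondrial citrate synthase, had log2 levels of 13.12 ± 0.11 at 0%, 13.52 ± 0.05 at 1.0% and 13.10 ± 0.07 at 20.9% oxygen, and its intermediate mean exceeded 0% by 0.38 and 20.9% by 0.40 (adjusted p = 2.7e-06 and 1.2e-06). KGD1 (YIL125W), of the 2-oxoglutarate dehydrogenase complex, had 11.23 ± 0.15, 12.13 ± 0.04 and 11.55 ± 0.13 at the same levels. IDH1 and IDH2, the subunits of the NAD-dependent isocitrate dehydrogenase, had their highest means at 2.8% oxygen (11.99 ± 0.05 and 12.13 ± 0.10) and then fell, with log2 changes of -0.76 and -0.92 from 2.8 to 20.9% (adjusted p = 7.1e-07 and 1.6e-07).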

The increase in the expression was mainly less than 2-fold, suggesting a subtle change of the components of these pathways. 

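The intermediate mean exceeded 0% oxygen by a median of 0.63 on the log2 scale over the 15 TCA cycle genes (range 0.38 to 1.05) and exceeded 20.9% by a median of 0.35. For the respiratory chain the range against 20.9% was 0.27 to 1.04. A doubling is 1 on this scale. Of single genes, CYT1 exceeded 0% by 1.36 (standard error 0.07) and NDI1, the internal NADH dehydrogenase, by 1.75 (standard error 0.06, adjusted p = 8.5e-16).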

Of the genes encoding the main enzymes of the TCA cycle, only *FUM1, LSC1 *and *LSC2 *did not have their highest expression level in the intermediate oxygen conditions, but in the fully aerobic conditions. 

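FUM1 (YPL262W) encodes fumarase, which works in mitochondria and in the cytosol, and LSC1 and LSC2 encode the 2 subunits of succinyl-CoA ligase. FUM1 rose from 12.07 ± 0.06 at 0% to 12.79 ± 0.05 at 2.8% and 12.80 ± 0.07 at 20.9% oxygen, a log2 change of 0.73 from 0 to 20.9% (standard error 0.06, adjusted p = 7.8e-10). LSC1 rose from 11.58 ± 0.05 at 0% to 12.36 ± 0.11 at 2.8% and 12.42 ± 0.13 at 20.9% (log2 change 0.85 from 0 to 20.9%, adjusted p = 1.1e-09). LSC2 had 11.09 ± 0.11 at 0%, 11.99 ± 0.12 at 2.8% and 11.91 ± 0.23 at 20.9% (log2 change 0.82 from 0 to 20.9%, adjusted p = 2.3e-07). Between 2.8 and 20.9% oxygen none of the 3 genes differed (adjusted p = 0.89, 0.47 and 0.5).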

Further, genes encoding isoenzymes of the enzymes of the TCA cycle had their highest expression either in fully aerobic (*IDP2, IDP3, MDH2*, *MDH3, CIT3, YLR164W, YJL045W*, *YMR118C*) or anaerobic (*CIT2*) conditions.

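Several isoenzymes of the cycle sit in the cytosol or in peroxisomes, where they serve the glyoxylate cycle, fatty acid oxidation and the supply of NADPH. Of the 8 measured isoenzyme genes, which the study chose on these samples, so that their number is not independent evidence, 7 were higher and 1 was lower at 20.9% than at 0% oxygen. IDP2 (YLR174W), the cytosolic NADP-dependent isocitrate dehydrogenase, rose with oxygen, from 7.00 ± 0.46 at 0% through 8.35 ± 0.31, 8.90 ± 0.11 and 10.69 ± 0.55 to 12.03 ± 0.17 at 20.9% (log2 change 5.03 from 0 to 20.9%, standard error 0.22, adjusted p = 6.9e-14), though the step from 0.5 to 1.0% was not called (adjusted p = 0.25). MDH2, the cytosolic malate dehydrogenase, and SHH4 (YLR164W), a homologue of a succinate dehydrogenase subunit, rose mainly at the last step, MDH2 by 1.96 and SHH4 by 2.69 from 2.8 to 20.9% (adjusted p = 1.2e-07 and 4.5e-10). SHH3 (YMR118C) rose by 4.97 over that step (adjusted p = 2.9e-10). CIT2, the peroxisomal citrate synthase, had its highest level at 0% (13.44 ± 0.18) and fell by 1.89 to 20.9% oxygen (adjusted p = 3.6e-09). YJL045W was not analysed here.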

Many respiratory enzymes contain metals and accordingly, many genes involved in metal transport and homeostasis were found in clusters 4 and 11. 

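Cytochromes carry haem iron, cytochrome oxidase also needs copper, and iron-sulphur clusters serve complexes II and III as well as aconitase. Iron uptake itself depends on copper, because the oxidase Fet3p is a copper enzyme that receives its metal through Ctr1p and the ATPase Ccc2p. Of 10 genes for metal transporters, reductases and metallopeptidases, a choice that the study made on these samples and that is therefore not independent evidence, 9 peaked at the intermediate levels and all 10 were higher there than at 0% oxygen. CCC2 (YDR270W) had log2 levels of 7.91 ± 0.31 at 0%, 9.74 ± 0.08 at 0.5%, 9.73 ± 0.17 at 2.8% and 8.83 ± 0.09 at 20.9% oxygen. Its intermediate mean exceeded 0% by 1.78 (standard error 0.10, adjusted p = 1.7e-12) and 20.9% by 0.86 (standard error 0.10, adjusted p = 2.3e-07). CTR1, the copper transporter of the plasma membrane, exceeded them by 1.70 and 0.70 (adjusted p = 9.0e-08 and 0.0022). FTH1, a vacuolar iron transporter, exceeded 0% by 0.89 (adjusted p = 4.2e-10), but not 20.9% by the threshold used (adjusted p = 0.033). For SMF1 and FRE1 the intermediate mean exceeded 20.9% by 0.47 and 0.68 (adjusted p = 1.3e-05 and 0.0062).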

Genes encoding vacuolar iron transporters Fth1p and Fet5p, plasma membrane copper transporters Ccc2p and Ctr1p, the metal ion transporter Smf1p and iron and copper reductase Fre1p were found in cluster 11. Additionally, genes encoding metallopeptidases/proteases Yta12p, Axl1p, Qri7p, and the copper deprivation induced ORF *YOR296W *were amongst the members of this cluster. 

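Arn1p imports iron bound to siderophores, Fet3p oxidises iron for uptake, Zrc1p moves zinc into the vacuole and Ggc1p is a mitochondrial carrier whose loss disturbs mitochondrial iron. All 4 genes, named by the study from these same samples and so not independent evidence, were lower at 20.9% than at 2.8% oxygen. The intermediate mean of FET3 exceeded 0% by 1.89 (standard error 0.26, adjusted p = 3.3e-06) and 20.9% by 3.22 (standard error 0.26, adjusted p = 1.8e-09). ARN1 exceeded them by 0.81 and 2.41 (adjusted p = 4.5e-04 and 2.3e-10) and GGC1 by 0.47 and 0.76 (adjusted p = 9.4e-05 and 1.7e-07). ZRC1 had log2 levels of 10.32 ± 0.06 at 0%, 10.50 ± 0.06 at 1.0% and 10.13 ± 0.10 at 20.9% oxygen. It exceeded 20.9% by 0.35 (adjusted p = 3.6e-05), but at 0% the difference did not pass (adjusted p = 0.029).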

Cluster 4 contained genes encoding plasma membrane siderophore-iron transporter Arn1p, oxidoreductase Fet3p, vacuolar zinc transporter Zrc1p and Ggc1p involved in mitochondrial iron homeostasis. Comparing gene expression in 2.8% oxygen and the fully aerobic conditions, 9 out of 16 genes known to be involved in transport of iron from the extracellular medium to the cytosol [36] had 2-16 fold higher expression and only two genes had lower expression in 2.8% oxygen than in the fully aerobic conditions.

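Yeast takes up iron through a high-affinity pair, the oxidase Fet3p and the permease Ftr1p, through carriers of iron-siderophore complexes (Arn1p, Arn2p, Sit1p and Enb1p), and through cell wall proteins that hold siderophores (Fit1p to Fit3p). The transcription factor Aft1p turns these genes on when iron is short. Of 15 measured genes of iron uptake at the cell surface, listed before the files were opened, 7 were higher and 2 lower at 2.8% than at 20.9% oxygen (8 and 2 when adjusted over the list alone). The folds of the 7 were 3.43 to 19.4, but the lowest fold of a called gene was 1.68 without replicate 1 at 0%, 1.84 without replicate 3 at 20.9%, 1.24 without replicate 4 at 2.8% oxygen and 1.28 with array weights, where an 8th gene passed. FIT2 (YOR382W) had a log2 level of 13.04 ± 0.17 at 2.8% and 8.76 ± 0.64 at 20.9% oxygen, a log2 change of -4.28 (standard error 0.22, adjusted p = 1.1e-11). FET3 and SIT1 had log2 changes of -3.31 and -2.96 (standard errors 0.32 and 0.25, adjusted p = 6.3e-08 and 8.1e-09), followed by FIT3 (-2.78), ARN1 (-2.70), FTR1 (-1.97) and ENB1 (-1.78). The 2 genes with the opposite change were FRE4, a ferric reductase, which rose by 2.42 (adjusted p = 7.4e-11), and FIT1, which rose by 0.61 (adjusted p = 8.3e-05). FRE1 had an adjusted p of 0.015. AFT1 itself fell by 0.89 (adjusted p = 1.2e-06).

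**Figure D3:**
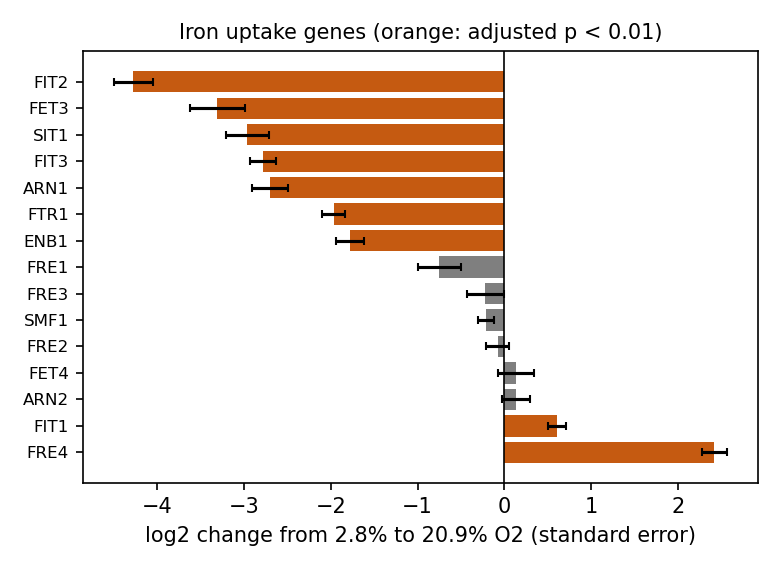
Log2 change from 2.8 to 20.9% oxygen (x axis) of the 15 measured genes of iron uptake (y axis); error bars are standard errors and orange bars have an adjusted p under 0.01. The changes run from -4.28 for FIT2 to 2.42 for FRE4.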

Cluster 4 was enriched in genes related to mitochondrial organisation and biogenesis (*RPM2, POR1, UTH1, PNT1, CLU1, DNM1, MGM1, MBA1*). In addition, genes encoding mitochondrial translation elongation factors (*TUF1, MEF1*), mitochondrial translational activators (*CBS2, PET309*), mitochondrial ribosome recycling factor (*RRF1*) and subunits of mitochondrial ribosomes (10 genes) were found in this cluster. 

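Mitochondria persist in anaerobic yeast as simplified promitochondria, and their inner membrane and protein synthesis must expand when respiration starts. Of 13 genes of mitochondrial organisation and translation, which the study chose on these samples, so that their number is not independent evidence, all 13 were higher at the intermediate levels than at 20.9% oxygen and 10 also exceeded 0%. MBA1 (YBR185C), which docks mitochondrial ribosomes at the inner membrane, had log2 levels of 9.65 ± 0.12 at 0%, 10.17 ± 0.05 at 0.5%, 10.35 ± 0.06 at 1.0%, 10.25 ± 0.16 at 2.8% and 9.29 ± 0.16 at 20.9% oxygen. Its intermediate mean exceeded 0% by 0.61 (standard error 0.07, adjusted p = 1.9e-07) and 20.9% by 0.97 (standard error 0.07, adjusted p = 2.3e-10). RPM2, of mitochondrial RNase P, exceeded them by 0.61 and 0.65, and MGM1, of inner membrane fusion, by 0.25 and 0.48. POR1, the outer membrane porin, exceeded 20.9% by 0.24 (adjusted p = 2.2e-04) but did not differ from 0% (adjusted p = 0.057).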

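Tuf1p and Mef1p are the elongation factors of mitochondrial ribosomes, which make a small set of respiratory chain subunits. TUF1 had log2 levels of 12.00 ± 0.09 at 0%, 12.33 ± 0.04 at 1.0% and 11.55 ± 0.21 at 20.9% oxygen, and its intermediate mean exceeded 0% by 0.24 (adjusted p = 0.0033) and 20.9% by 0.70 (adjusted p = 1.0e-08). MEF1 exceeded them by 0.39 and 0.60 (adjusted p = 7.6e-05 and 2.9e-07). Of 72 genes of the mitochondrial ribosome, 13 were assigned to the cluster that matched cluster 4.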

Cluster 10, in which the lowest level of expression occurred in the fully aerobic conditions and similar, higher expression levels occurred in the oxygen-limited and anaerobic conditions, also contained genes related to mitochondrial protein synthesis. 57 genes encoding components of mitochondrial ribosomes and 10 genes of mitochondrial protein import machinery were found in cluster 10. 

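Proteins of the mitochondrial ribosome are made in the cytosol and imported, so the import machinery and the mitochondrial ribosome supply the same organelle. Of 72 genes of the mitochondrial ribosome, listed before the files were opened, 67 were higher at the intermediate levels than at 20.9% oxygen and 1 was lower (67 and 1 when adjusted over the list alone). Against 0% oxygen only 6 were higher and 3 lower. The mean over the list was 10.09 ± 0.06 at 0%, 10.11 ± 0.04 at 0.5%, 10.16 ± 0.03 at 1.0%, 10.06 ± 0.06 at 2.8% and 9.59 ± 0.14 at 20.9% oxygen. Of 33 genes of mitochondrial protein import, 21 were higher at the intermediate levels than at 20.9% and 1 was lower (23 and 1 when adjusted over the list alone). TIM23 (YNR017W), the channel of the inner membrane, fell from 10.98 ± 0.07 at 0% to 10.36 ± 0.24 at 20.9% oxygen, a log2 change of -0.61 (standard error 0.09, adjusted p = 9.1e-06). TOM20, a receptor of the outer membrane, fell by 0.40 (adjusted p = 2.7e-05). MRP7, of the large subunit of the mitochondrial ribosome, fell by 0.35 (adjusted p = 3.3e-04). One cluster of 199 genes held 40 of the 72 and 8 of the 33, and fewer of both under 3 of the 4 other settings of the clustering (18 to 26 and 1 to 4).

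**Figure D4:**
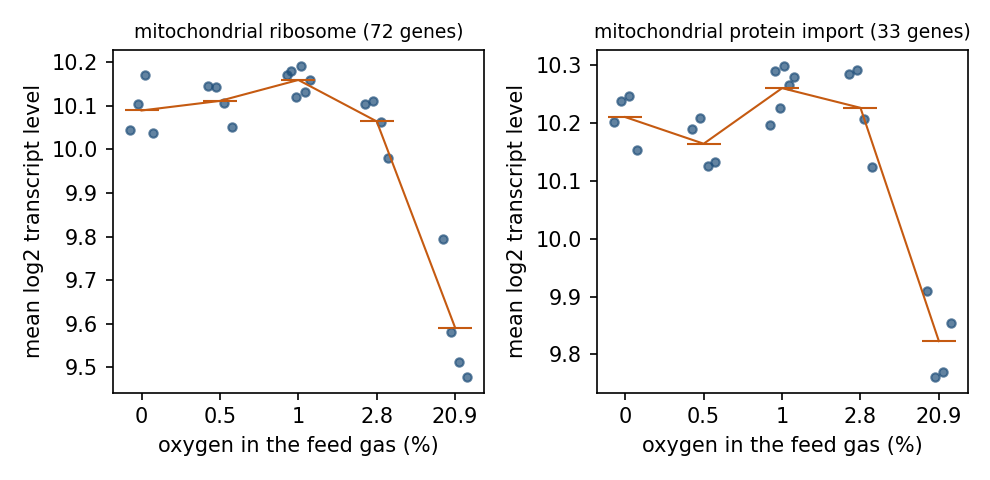
Mean log2 transcript level over the 72 genes of the mitochondrial ribosome and over the 33 genes of mitochondrial protein import (y axis) in each array at the 5 oxygen levels (x axis); dots are arrays, bars joined by a line are group means. The mean of the mitochondrial ribosome genes is 10.06 at 2.8% and 9.59 at 20.9% oxygen.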

The 3' UTR motif for binding of Puf3p, which promotes degradation of mRNAs of nuclear-encoded mitochondrial proteins, was over-represented both in clusters 4 and 10. 

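Puf3p binds the 3' untranslated regions of messages for mitochondrial proteins and hastens their decay, and its activity can change without a change in its own message. PUF3 (YLL013C) had log2 levels of 4.06 ± 0.20 at 0%, 4.15 ± 0.10 at 0.5%, 4.07 ± 0.09 at 1.0%, 4.00 ± 0.24 at 2.8% and 4.04 ± 0.07 at 20.9% oxygen, far below the array medians. It did not differ between oxygen levels (adjusted p = 0.73 in the F test). At so dim a signal a change in the message might not be detectable.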

The expression of *PUF3 *itself was low and remained constant under all the conditions of different oxygen provision studied.

### Effect of oxygen on transcription of genes involved in lipid metabolism

Clusters 16 and 21 were enriched in genes related to fatty acid oxidation and peroxisomal biogenesis. Cluster 16 showed highest expression in fully aerobic conditions, lowest expression in anaerobic conditions and a similar, intermediate level of expression in all the intermediate oxygen conditions. Genes encoding activities of fatty acid β-oxidation (*TES1, POX1, CTA1, PXA1, SPS19, DCI1, ANT1, FOX2, POT1, PEX11, PXA2*), the oleate responding transcription factor *OAF1 *and 4 genes related to peroxisomal biogenesis (*PEX15, PEX2, PEX8, PEX18*) were located in this cluster. 

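Yeast breaks down fatty acids only in peroxisomes. The first step, carried out by Pox1p, passes electrons straight to oxygen and makes hydrogen peroxide, which the catalase Cta1p destroys. Of the 16 genes in question, a choice that the study made on these samples and that is therefore not independent evidence, all 16 were higher at 20.9% than at 0% oxygen and 15 were already higher at the intermediate levels. CTA1 (YDR256C) had log2 levels of 6.39 ± 0.33 at 0%, 9.57 ± 0.28 at 0.5%, 9.86 ± 0.12 at 1.0%, 10.74 ± 0.57 at 2.8% and 12.57 ± 0.39 at 20.9% oxygen, a log2 change of 6.18 from 0 to 20.9% (standard error 0.23, adjusted p = 3.7e-15). FOX2 and POT1, the following enzymes of the pathway, rose by 3.77 and 3.09 (adjusted p = 1.4e-13 and 5.7e-10). POX1 rose by 2.14 (standard error 0.16, adjusted p = 4.2e-10). The transcription factor gene OAF1 changed little, by 0.38 (adjusted p = 4.1e-04). PEX18, of protein import into peroxisomes, rose from a level near the background by 2.12 (adjusted p = 3.5e-08).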

Gene expression in cluster 21 was at its highest in fully aerobic conditions, and at a lower, comparable level in the oxygen-limited and anaerobic conditions. This cluster contained 6 genes (*PCD1, YOR084W, CAT2, IDP3, ECI1, AAT2*) related to fatty acid metabolism, and 7 genes related to peroxisomal biogenesis (*PEX14*, *PEX5, PEX19, PEX30, PEX28, PEX1, PEX3, YMR018W*). 

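Many genes of fatty acid oxidation, and several for the Pex proteins that build peroxisomes, are controlled by the transcription factors Oaf1p and Pip2p, which respond to fatty acids. Of 21 genes of fatty acid oxidation, listed before the files were opened, 18 were lower at the intermediate levels than at 20.9% oxygen and none was higher (19 lower when adjusted over the list alone), and 16 differed already between 2.8 and 20.9%. Of 24 genes of peroxisome biogenesis, 15 were lower at the intermediate levels than at 20.9% and 2 were higher (15 and 3 when adjusted over the list alone). IDP3 (YNL009W), the peroxisomal isocitrate dehydrogenase, rose from 8.32 ± 0.28 at 2.8% to 10.59 ± 0.50 at 20.9% (log2 change 2.27, standard error 0.18, adjusted p = 5.3e-09). CAT2, carnitine acetyltransferase, and ECI1, an enoyl-CoA isomerase, rose by 1.42 and 1.40 over this step (adjusted p = 1.9e-05 and 1.2e-05). PEX14 and PEX5, of the peroxisomal import machinery, rose by 0.37 and 0.40 (adjusted p = 5.7e-04 and 0.0055), and PIP2 by 0.68 (adjusted p = 3.1e-05). Replicate 4 at 20.9% oxygen had a higher mean over the oxidation genes, 11.79, than the other 3 arrays at that level, 10.98 to 11.06, and it stood apart in the peroxisome genes as well (9.42 against 9.07 to 9.13).

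**Figure D5:**
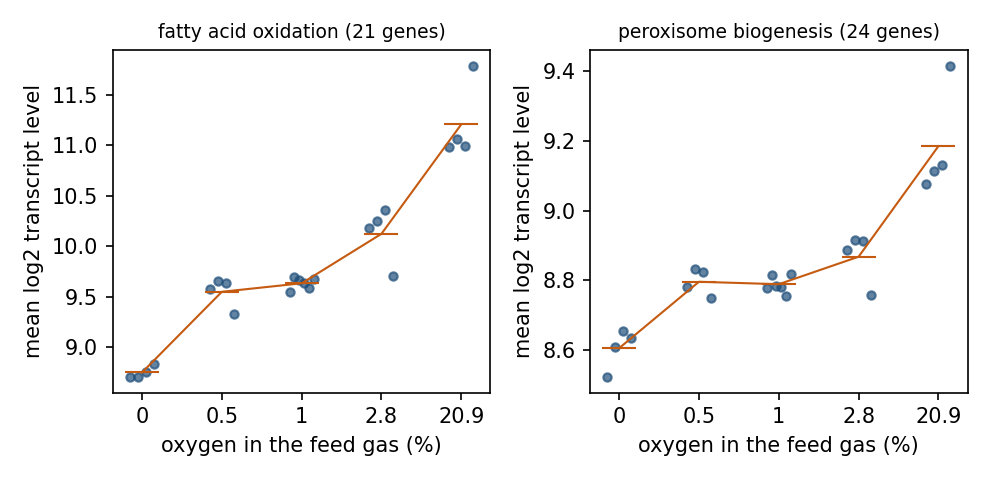
Mean log2 transcript level over 21 genes of fatty acid oxidation and over 24 genes of peroxisome biogenesis (y axis) in each array at the 5 oxygen levels (x axis); dots are arrays, bars joined by a line are group means. The mean of the oxidation genes is 8.75 at 0%, 10.12 at 2.8% and 11.21 at 20.9% oxygen.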

The oleate responding transcription factor *PIP2 *was also located in this cluster.

Clusters 3 and 14 were enriched in genes related to sterol metabolism. Genes of cluster 3 were transcribed at lower levels in intermediate oxygen conditions, compared to fully aerobic or anaerobic conditions. 

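Ergosterol is the main sterol of yeast membranes, and several steps of its synthesis use molecular oxygen, among them those of Erg11p and Erg25p. Of 9 genes of sterol synthesis, transport and turnover (ERG6, ERG11, HMG2, ERG25, DAP1, SUT2, OSH2, TGL1 and ATG26), named by the study from these same samples and so not independent evidence, 8 were lower at the intermediate levels than at both 0 and 20.9% oxygen. ERG11 (YHR007C) had log2 levels of 13.73 ± 0.11 at 0%, 13.34 ± 0.10 at 0.5%, 13.22 ± 0.03 at 1.0%, 13.10 ± 0.07 at 2.8% and 13.64 ± 0.16 at 20.9% oxygen. The intermediate mean of SUT2, a regulator of sterol uptake, lay below 0% by a log2 change of -1.29 (standard error 0.07, adjusted p = 3.1e-12) and below 20.9% by -1.13 (standard error 0.07, adjusted p = 7.7e-11). For ERG6 the differences were -0.66 and -0.70 (adjusted p = 2.8e-09 and 1.7e-09). The gene that did not pass against 20.9% was OSH2 (adjusted p = 0.023).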

The cluster contained genes encoding activities of ergosterol biosynthesis (*ERG6, ERG11, HMG2, ERG25, DAP1*), sterol transport (*SUT2, OSH2*), sterol homeostasis (*TGL1*) and synthesis of membrane sterols (*ATG26*). Genes in cluster 14 were transcribed at a lower level in all oxygen containing conditions, compared to anaerobic conditions. The cluster was enriched in genes encoding proteins involved in ergosterol biosynthesis (*ERG26, ERG7, ERG2, ERG3, ERG1, ERG10, NCP1, ERG9, ERG27, ERG24, ERG28, HES1*), sterol esterification (*ARE1*), sterol transport (*AUS1, SWH1*) and regulation of sterol transport and biosynthesis (*UPC2, ECM22*). Also *DAN/TIR *genes, encoding cell wall mannoproteins, and *PAU *genes of unknown function were accumulated in cluster 14 (*DAN1-4, TIR1-4, PAU2,3,5,9*). 

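Without oxygen the pathway cannot run to the end, and sterols are taken up through the transporter Aus1p under control of Upc2p, which is active when ergosterol is low. All 17 genes of sterol synthesis, esterification, transport and regulation in question, which the study chose on these samples, so that their number is not independent evidence, were higher at 0% oxygen than at the intermediate levels, with a median log2 change of -1.18 on adding oxygen. Of 24 genes of ergosterol synthesis listed before the files were opened, 16 were lower and 3 higher at the intermediate levels than at 0% (the same numbers when adjusted over the list alone). AUS1 (YOR011W) fell from 12.46 ± 0.46 at 0% to 8.41 ± 0.07 at 0.5% oxygen, a log2 change of -4.05 (standard error 0.14, adjusted p = 2.8e-15). UPC2 (YDR213W) fell from 10.46 ± 0.11 to 7.68 ± 0.17, a log2 change of -2.79 (standard error 0.18, adjusted p = 6.2e-11), and the related regulator ECM22 fell by 1.17 (adjusted p = 2.5e-09). Among the enzymes, ERG26 fell by 1.71 and ERG1, squalene epoxidase, fell by 0.96 (adjusted p = 3.9e-11 and 1.5e-05). ARE1, which esterifies sterols, fell by 2.35 (adjusted p = 3.0e-12). Of the 17 genes, 7 rose again at 20.9% oxygen, UPC2 and ECM22 among them: from 2.8 to 20.9% these rose by 0.88 and 0.63 (adjusted p = 4.0e-04 and 1.6e-05).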

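Dan and Tir mannoproteins replace other proteins of the cell wall when oxygen is absent, and the PAU genes encode a family of related, very similar proteins, so that their probe sets may share signal. Of 15 DAN, TIR and PAU genes, a choice that the study made on these samples and that is therefore not independent evidence, 14 were higher at 0% than at the intermediate levels. TIR1 (YER011W) fell from 14.14 ± 0.22 at 0% to 7.30 ± 0.18 at 0.5% oxygen, a log2 change of -6.84 (standard error 0.18, adjusted p = 2.5e-17), and DAN1 fell to 4.39 ± 0.20, near the background, so that its log2 change of -8.95 (standard error 0.23, adjusted p = 2.0e-17) is a lower limit of the fall. TIR3 (YIL011W) fell to 7.13 ± 0.17 at 2.8% and rose again by 1.95 at 20.9% oxygen (adjusted p = 2.8e-06); 9 of the 15 genes were lowest at the intermediate levels by the test against both ends. PAU24 fell by 6.01 from 0 to 0.5% oxygen (adjusted p = 2.3e-10). PAU23 did not differ between the intermediate levels and 0% (adjusted p = 0.066). Samples at 0% oxygen varied widely in some of these genes and in the mean over the list, which was 11.81 ± 1.13 there and 7.53 ± 0.11 at 2.8%. PAU3 had a log2 level of 11.25 ± 2.70 at 0% and 6.36 ± 0.16 at 0.5% oxygen.

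**Figure D6:**
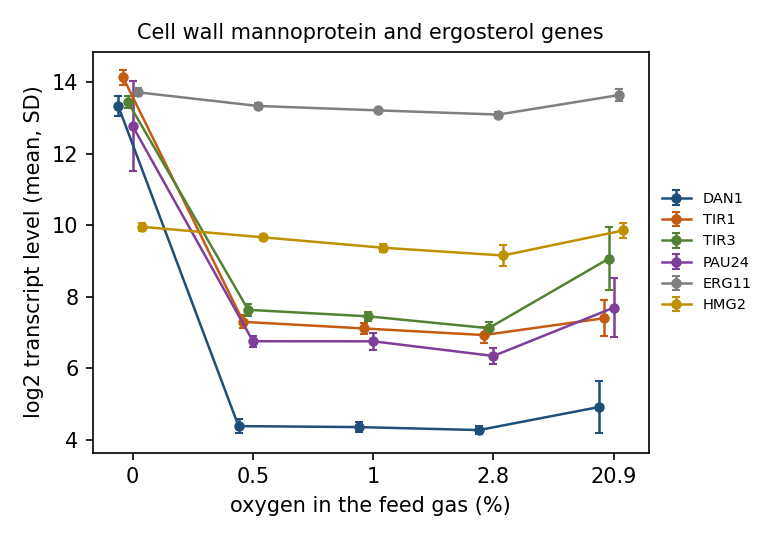
Log2 transcript levels (y axis) of DAN1, TIR1, TIR3, PAU24, ERG11 and HMG2 at 0, 0.5, 1.0, 2.8 and 20.9% oxygen (x axis); dots are group means and error bars standard deviations over the arrays. DAN1 drops from 13.34 at 0% to 4.39 at 0.5% oxygen, while ERG11 stays between 13.10 and 13.73.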

When a less strict α-value of 0.1 was used to define the genes belonging to this cluster, three additional *PAU *genes were found in it (*PAU7,17,18*).

Promoters of the genes in clusters 3 and 14 were enriched in two putative transcription factor binding sites that had strong, positive co-occurrence. The motif BTAWACGA was found in all the sterol metabolism-related genes of cluster 14, except in *SWH1*, and in all the three *ERG *genes of cluster 3. The motif RACAATAG was found in the promoters of 11 out of the 29 genes related to sterol metabolism of cluster 14, and in 2 out of 9 of those in cluster 3.

### Oxygen dependent stress responses

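Msn2p and Msn4p switch on a shared set of genes in many kinds of stress, among them the heat shock proteins Hsp12p and Hsp26p and the cytosolic catalase Ctt1p. Full aeration can add oxidative stress, and it also ends fermentation in a glucose-limited culture. Of 30 stress response genes, listed before the files were opened, 25 were higher and 1 was lower at 20.9% than at 2.8% oxygen (the same numbers when adjusted over the list alone). CTT1 (YGR088W) had log2 levels of 7.02 ± 0.54 at 0%, 7.10 ± 0.32 at 0.5%, 6.21 ± 0.50 at 2.8% and 10.79 ± 0.77 at 20.9% oxygen, a rise by 4.58 over the last step (standard error 0.31, adjusted p = 4.5e-10). HSP26 (YBR072W) had 11.05 ± 0.56, 13.94 ± 0.07, 13.31 ± 0.36 and 14.38 ± 0.06 at the same levels: it rose by 2.90 from 0 to 0.5% (standard error 0.19, adjusted p = 9.1e-11) and by 1.07 from 2.8 to 20.9% (adjusted p = 1.1e-04). HSP12 rose by 0.91 and 0.88 over these steps (adjusted p = 3.9e-06 and 5.7e-06). From 0.5 to 2.8% oxygen 8 of the 30 genes fell and none rose (23 and 0 when adjusted over the list alone), but this step rests in part on replicate 4 at 2.8% oxygen. MSN4, which encodes a regulator of these genes, moved the other way, by -1.38 from 0 to 20.9% oxygen (adjusted p = 3.7e-10).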

Three clusters (clusters 3, 8 and 16), with distinct expression profiles, showed enrichment in genes in the GO category of stress response, and binding sites of stress-related transcription factors Msn2/4p and Gis1p were over-represented among the promoters of the genes in two of these clusters (clusters 8 and 16). In the promoters of the genes in cluster 16, binding sites of Ume6p and two unknown transcription factors were also over-represented while, binding sites for a stress-activated transcriptional repressor Xbp1p were under-represented. Further, the gene encoding Xbp1p was a member of cluster 16. 

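Xbp1p represses transcription and is induced by stress and starvation. XBP1 (YIL101C) had log2 levels of 8.07 ± 0.35 at 0%, 9.54 ± 0.30 at 0.5%, 9.53 ± 0.14 at 1.0%, 9.45 ± 0.29 at 2.8% and 10.96 ± 0.21 at 20.9% oxygen. The intermediate mean was 2.71-fold that at 0% (log2 change 1.44, standard error 0.14, adjusted p = 1.9e-08). At 20.9% oxygen the level was 7.37-fold that at 0% (log2 change 2.88, standard error 0.17, adjusted p = 7.1e-12). The step from 2.8 to 20.9% was a rise by 1.50 (adjusted p = 5.0e-07).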

The expression level of *XBP1 *was induced 3-fold in the intermediate oxygen (0.5-2.8%) and 8-fold in the fully aerobic conditions compared to the anaerobic conditions. Promoter analysis revealed enrichment of the binding site for Xbp1p in clusters 1 and 22. These clusters had an average correlation of -0.81 and -0.97, respectively, to the expression level of *XBP1*. 72% and 68% of the genes in clusters 1 and 22, respectively, contained the central core bases (CTCGA) of the Xbp1p binding site. Many of these genes are related to the regulation of cell division (*GIC1, BUD4, TOS4, KIP2, TOS1, KIN4, TUB4, CIN8, TUB3, VIK1, SMC2, UNG1, PIN4, FKH1*) and cell wall organisation (*EXG2*, ORF YFL052W, *TOS1, BUD7, MHP1, DSE1, SUN4*).

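All chemostats were fed at the same dilution rate within the tolerance that the paper gives, and effects of growth rate were not tested here. Of the 14 cell division genes, named by the study from these same samples and so not independent evidence, 13 were lower at 20.9% than at 0% oxygen, with a median log2 change of -0.77; all 7 cell wall genes of the same origin were lower, with a median of -1.49. BUD4 (YJR092W), which marks the site of the next bud, had log2 levels of 10.33 ± 0.06 at 0%, 9.58 ± 0.13 at 1.0% and 9.08 ± 0.28 at 20.9% oxygen, a log2 change of -1.25 (standard error 0.11, adjusted p = 3.3e-09). SUN4 and DSE1, of cell separation, had log2 changes of -1.68 and -1.86 (adjusted p = 2.7e-11 and 5.0e-07), and EXG2, a glucanase, fell by 1.49 (adjusted p = 7.3e-10). CIN8, a motor of the mitotic spindle, fell by 0.79 (adjusted p = 2.5e-06). For FKH1 the difference did not pass (adjusted p = 0.011). Of the 20 genes named for the 2 clusters with Xbp1p sites, 16 fell into 1 cluster and 4 were unassigned.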

### The MAPK signalling pathway for pheromone response and filamentous growth is affected by oxygen availability

Clusters 4, 7 and 11, of which clusters 4 and 11 have been discussed above with reference to genes involved in the TCA cycle and respiration, and which contain those genes which were more highly expressed in the conditions of intermediate oxygen availability, were enriched in genes involved in mating and filamentous growth. These clusters contained genes which showed a low level of expression in anaerobic, compared to intermediate oxygen conditions. However, they differed in the fully aerobic conditions, genes of clusters 4 and 11 had lower expression levels in the aerobic than in the intermediate oxygen conditions, but in cluster 7 the expression levels were comparable in all conditions provided with oxygen.

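Haploid alpha cells carry the receptor Ste3p for the a-factor of the other mating type. The bound receptor frees the G protein whose alpha subunit is Gpa1p, and a kinase cascade that ends in Fus3p and Kss1p activates the transcription factor Ste12p. Of 36 genes of the pheromone response, listed before the files were opened, 19 peaked at the intermediate levels (19 when adjusted over the list alone). Of 22 genes (STE3, GPA1, FUS3, FUS1, SAG1 and STE12 among them), which the study chose on these samples, so that their number is not independent evidence, 19 peaked. SAG1 (YJR004C), the alpha-agglutinin of the cell surface, had log2 levels of 8.33 ± 0.27 at 0%, 12.93 ± 0.15 at 0.5%, 12.93 ± 0.07 at 1.0%, 12.83 ± 0.19 at 2.8% and 10.44 ± 0.57 at 20.9% oxygen. Its intermediate mean exceeded 0% by 4.57 (standard error 0.15, adjusted p = 4.0e-16) and 20.9% by 2.46 (standard error 0.15, adjusted p = 3.8e-11). STE3 exceeded them by 2.74 and 1.76 (adjusted p = 8.9e-14 and 3.7e-10), FUS1, of cell fusion, by 3.22 and 1.86 (adjusted p = 4.3e-12 and 4.4e-08), and FUS3 by 1.76 and 0.98. STE12 changed less, by 0.77 and 0.44 (adjusted p = 6.9e-07 and 4.2e-04). TEC1, which directs Ste12p to genes of filamentous growth, rose by 2.01 from 0 to 0.5% oxygen (adjusted p = 1.8e-08), and its intermediate mean did not differ from 20.9% by the threshold used (adjusted p = 0.036).

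**Figure D7:**
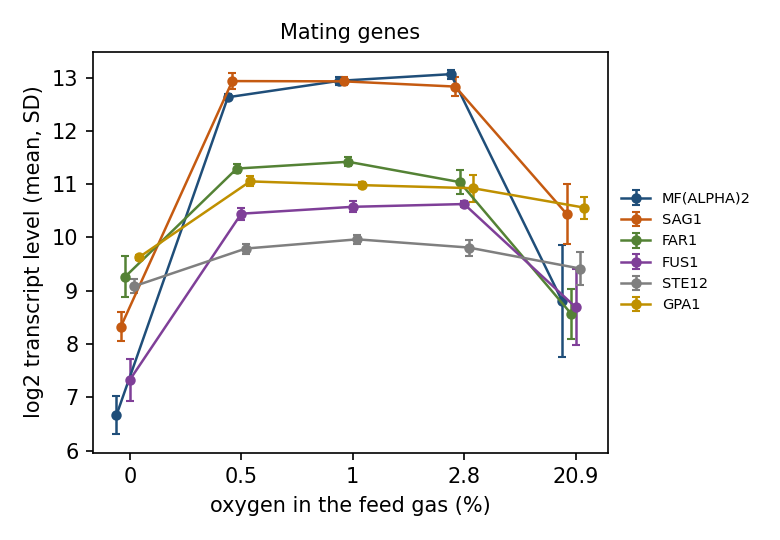
Log2 transcript levels (y axis) of MF(ALPHA)2, SAG1, FAR1, FUS1, STE12 and GPA1 at 0, 0.5, 1.0, 2.8 and 20.9% oxygen (x axis); dots are group means and error bars standard deviations over the arrays. SAG1 rises from 8.33 at 0% to 12.93 at 0.5% and falls to 10.44 at 20.9% oxygen.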

Genes in cluster 11 included some encoding proteins of the MAPK signalling pathways for pheromone response and filamentous growth (Ste3p, Gpa1p, Fus3p, Sst2p, Kss1p), genes regulated by these signalling pathways (*FUS2, FUS1, FIG1, SAG1, FIG2, PRM6, AGA1, PRM1, CLN1, BUD8, MSB2, CWP1, GFA1, KTR2, SVS1*) and the transcription factors (Ste12p, Tec1p) that are activated by these pathways. 

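Far1p holds cells in G1 in response to pheromone by blocking the cyclins that start division. Of 9 mating genes (FAR1, STE4, CLN2, MSG5, STE23, KAR5, ASH1, HO and CCW12), a choice that the study made on these samples and that is therefore not independent evidence, all 9 were higher at the intermediate levels than at 20.9% oxygen and 6 also exceeded 0%. FAR1 (YJL157C) had log2 levels of 9.27 ± 0.39 at 0%, 11.29 ± 0.08 at 0.5%, 11.42 ± 0.09 at 1.0%, 11.04 ± 0.23 at 2.8% and 8.57 ± 0.47 at 20.9% oxygen, and its intermediate mean exceeded 0% by 1.98 (standard error 0.15, adjusted p = 4.0e-10) and 20.9% by 2.68 (standard error 0.15, adjusted p = 7.9e-12). CLN2, a G1 cyclin, exceeded them by 0.76 and 1.11 (adjusted p = 5.9e-05 and 4.0e-07), and STE4, the beta subunit of the pheromone G protein, by 0.46 and 0.90 (adjusted p = 6.3e-05 and 7.5e-09). CCW12 was close to the brightest signals on the arrays (14.28 ± 0.04 at 1.0% oxygen) and exceeded only 20.9%, by 0.30 (adjusted p = 5.9e-06).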

According to FIRE analysis, this cluster as well as cluster 4, which contained a set of genes related to mating (*FAR1, STE4, CLN2, MSG5, STE23, KAR5, ASH1, HO, CCW12*), were enriched in genes whose promoters contain the transcription factor binding site for Ste12p. 

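A cell that senses pheromone grows a projection toward its partner, remodels its wall there and prepares to fuse. Of 8 genes that respond to pheromone, named by the study from these same samples and so not independent evidence, all 8 were higher at 20.9% than at 0% oxygen and none differed between 2.8 and 20.9%. AFR1 (YDR085C), which acts in shaping the mating projection, rose from 8.32 ± 0.29 at 0% to 9.83 ± 0.15 at 0.5% and 9.94 ± 0.19 at 20.9% oxygen (log2 change 1.62 from 0 to 20.9%, standard error 0.12, adjusted p = 1.8e-10). PRM5, and AGA2 from a level near the background, rose by 1.83 and 1.50 (adjusted p = 6.4e-06 and 3.4e-09), and CHS1, a chitin synthase, by 0.40 (adjusted p = 0.0017). AGA2 encodes the binding subunit of a-agglutinin, is normally expressed in a cells, and had a dim signal here (7.20 ± 0.13 at 20.9% oxygen).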

Cluster 7 contained genes regulated by the MAPK signalling pathway for mating (*PRM5, PRM10, AGA2, MDG1, AFR1, PRR2, PRM8, CHS1*). While promoters of genes in cluster 7 were overall enriched with a binding site of Ume6p transcription factor, Ume6p binding site was not enriched in the promoters of the genes related to pheromone signalling.

### Comparison with previous data and oxygen dependence of genes of pentose phosphate pathway

We previously published transcription data for 72 selected genes related to central carbon metabolism, measured with the TRAC method [29]. Of those genes analysed with both Affymetrix (p < 0.01) and with TRAC (p < 0.05) methods, 61 showed statistically significant differences in their expression levels with both methods. Sixteen of the significantly changing genes showed >3-fold difference in expression and had an average correlation of 0.8 between the TRAC and the Affymetrix analysis. Thirteen of the significantly changing genes showed 2 to 3-fold difference in expression and had an average correlation of 0.6. Twenty-four of the significantly changing genes had <2-fold difference in their expression and had an average correlation of only 0.2. However, five of these genes which had <2-fold difference had correlations > 0.7. 

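The paper also names 6 genes whose array and TRAC values correlated poorly. They serve glycerol formation (GPD2), the glyoxylate cycle (CIT2), acetyl-CoA synthesis (ACS1), haem signalling (HAP1), malate decarboxylation (MAE1) and gluconeogenesis (PCK1). On the arrays 5 of these 6 genes were lower at 0.5% than at 0% oxygen. MAE1 (YKL029C) fell from 11.88 ± 0.14 to 10.31 ± 0.36, a log2 change of -1.58 (standard error 0.29, adjusted p = 2.1e-04), and PCK1 (YKR097W) from 9.62 ± 0.61 to 8.08 ± 0.98, a log2 change of -1.54 (standard error 0.34, adjusted p = 0.0011). GPD2 and HAP1 had log2 changes of -1.10 and -0.87 (adjusted p = 0.0035 and 8.1e-06), and CIT2 also fell (adjusted p = 1.2e-06). ACS1 (YAL054C) did not differ between 0 and 0.5% (adjusted p = 0.57) and rose from 9.89 ± 0.11 at 0% to 11.42 ± 0.45 at 2.8% and 13.65 ± 0.17 at 20.9% oxygen (log2 change 3.76 from 0 to 20.9%, standard error 0.17, adjusted p = 8.0e-14).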

The genes that showed poor correlation between the TRAC and the Affymetrix data, and that showed ≥ 2-fold differences in the Affymetrix were *GPD2, CIT2, ACS1*, *HAP1, MAE1 *and *PCK1*, the signals of the three latter genes being very close to the detection limit using the TRAC method.

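The pentose phosphate pathway supplies NADPH and pentoses, and most of its steps have a main enzyme and a minor isoenzyme. SOL4 encodes a minor 6-phosphogluconolactonase, GND2 a minor 6-phosphogluconate dehydrogenase, TKL2 a minor transketolase and NQM1 (YGR043C) a minor transaldolase. All 4 genes were higher at 20.9% than at 0% oxygen. TKL2 (YBR117C) had log2 levels of 6.90 ± 0.30 at 0%, 10.25 ± 0.26 at 0.5%, 9.89 ± 0.31 at 1.0%, 8.14 ± 0.89 at 2.8% and 12.16 ± 0.45 at 20.9% oxygen. GND2 had 7.54 ± 0.30 at 0%, 10.03 ± 0.21 at 0.5%, 9.20 ± 0.79 at 2.8% and 12.08 ± 0.28 at 20.9%. The wide spread at 2.8% oxygen comes with replicate 4, whose mean over 12 pentose phosphate genes was 10.2 against 10.72 to 10.8 in the other 3 samples.

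**Figure D8:**
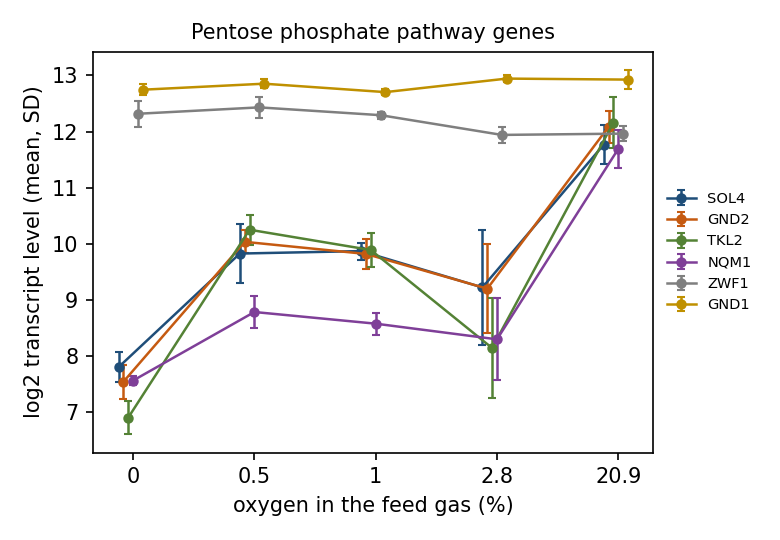
Log2 transcript levels (y axis) of SOL4, GND2, TKL2, NQM1, ZWF1 and GND1 at 0, 0.5, 1.0, 2.8 and 20.9% oxygen (x axis); dots are group means and error bars standard deviations over the arrays. TKL2 spans 6.90 at 0% to 12.16 at 20.9% oxygen, whereas GND1 lies between 12.70 and 12.94 at all levels.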

Large changes in the expression of *SOL4, GND2, TKL2 *and the ORF *YGR043C*, from the pentose phosphate pathway, were observed in Affymetrix data. These genes had their highest levels of expression in the aerobic and lowest levels of expression in the anaerobic conditions (cluster 16). The fold differences were 2-15 between the anaerobic and intermediate oxygen and 16 to 40-fold between the anaerobic and fully aerobic conditions. In addition, *SOL3 *was slightly (1.5-fold) upregulated in the 2.8% oxygen and fully aerobic conditions compared to lower oxygen levels. Of these genes, the expression of *GND2, TKL2 *and ORF *YGR043C *had also been measured with the TRAC method and the correlation between the Affymetrix and TRAC measurements was > 0.7.

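From 0 to 20.9% oxygen TKL2 rose 38.3-fold (log2 change 5.26, standard error 0.31, adjusted p = 7.8e-12), GND2 23.3-fold (4.54, adjusted p = 7.2e-12), NQM1 17.5-fold (4.13, adjusted p = 8.4e-12) and SOL4 15.6-fold (3.97, adjusted p = 2.5e-09). From 0 to 0.5% oxygen the folds were 10.2 for TKL2, 5.63 for GND2, 2.33 for NQM1 and 4.07 for SOL4. From 0 to 2.8% oxygen they were 2.36, 3.16, 1.66 and 2.68, and the change of NQM1 did not pass (adjusted p = 0.023). The paper proposes in its Discussion that these isoenzymes matter for respiratory metabolism. It points to their levels, which it describes as following the absence, limited supply or excess of oxygen, and to their induction after the diauxic shift. Here TKL2 also differed within limited supply. It was called 4.31-fold lower at 2.8% than at 0.5% oxygen and 3.36-fold lower than at 1.0%, with no overlap of samples.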

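SOL3 encodes the main 6-phosphogluconolactonase of the oxidative branch. SOL3 (YHR163W) had log2 levels of 10.95 ± 0.08 at 0%, 10.78 ± 0.10 at 0.5%, 10.75 ± 0.09 at 1.0%, 11.26 ± 0.07 at 2.8% and 11.44 ± 0.24 at 20.9% oxygen. From 1.0 to 20.9% it rose 1.61-fold (log2 change 0.69, standard error 0.08, adjusted p = 7.6e-07) and from 0.5 to 2.8% 1.4-fold (adjusted p = 0.0013). From 0 to 2.8% it rose 1.24-fold.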

*ZWF1 *was also measured with both Affymetrix and TRAC. 

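Zwf1p, glucose-6-phosphate dehydrogenase, opens the pathway and makes NADPH. On the arrays ZWF1 (YNL241C) had log2 levels of 12.32 ± 0.23 at 0%, 12.43 ± 0.18 at 0.5%, 12.29 ± 0.06 at 1.0%, 11.94 ± 0.15 at 2.8% and 11.96 ± 0.13 at 20.9% oxygen. Against 20.9% oxygen it was 1.28-fold higher at 0% (adjusted p = 0.0065), 1.38-fold higher at 0.5% (adjusted p = 0.001) and 1.26-fold higher at 1.0% (adjusted p = 0.0067). From 2.8 to 20.9% it did not change (adjusted p = 0.87).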

With both methods *ZWF1 *expression was shown to increase 1.3-fold, compared to expression in fully aerobic cells, however, this increase was seen in cells provided with 0, 0.5 and 1.0% oxygen in the Affymetrix analysis, but only in cells provided with 2.8% oxygen in the TRAC analysis. Of the other genes from the pentose phosphate pathway, *GND1*, *TKL1 *and *TAL1 *did not show significant differences in their expression levels in different oxygen conditions when measured with Affymetrix.

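Gnd1p, Tkl1p and Tal1p are the main enzymes whose minor counterparts changed so widely. In the F test over the 5 oxygen levels none of the 3 genes passed (adjusted p = 0.013 for GND1, 0.015 for TKL1 and 0.011 for TAL1). GND1 (YHR183W) had log2 levels of 12.75 ± 0.10 at 0% and 12.93 ± 0.18 at 20.9% oxygen. Between 0 and 20.9% oxygen alone, TKL1 fell by 0.69 on the log2 scale (standard error 0.18, adjusted p = 0.002) and TAL1 rose by 0.28 (standard error 0.07, adjusted p = 0.0017).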

### Effect of oxygen on the proteome and enzyme activities, correlated with transcriptome changes

2D-gel analysis of 2-4 independent cultures from each level of oxygen provision resulted in a proteome of 484 protein spots in total that were included in the statistical analysis. After quantile normalisation, a similar analysis for statistically significant changes in quantity with linear modelling was performed as with the gene expression data. This analysis revealed 145 spots that differed significantly (p < 0.01) when the cells were provided different levels of oxygen. Of the 484 spots, 209 were identified. The data is presented in additional data file 2.

Enzymes of the TCA cycle and those involved in respiration showed either a slight increase in quantity (1.5 to 2-fold) in the intermediate oxygen conditions, compared to other conditions (Idh2p, Mdh2p, Sdh1p, Atp3p, Atp5, Atp7p, Qcr2p, Rip1), a strong increase (3 to 64-fold) in fully aerobic conditions (Cit1p, Fum1p, Lsc1p, Idp2, Atp1, Cyb2p) or did not differ in different levels of oxygen provision (Aco1p, Idh2p, Atp2, Atp7p, Idp1p, Lsc2p). Many of the proteins involved in glucose fermentation were found as multiple pI isoforms which differed in relative quantities in different oxygen levels. These included Adh1p (3 pI isoforms), Adh2p (3), Ald4p (2), Ald6p (2), Eno1p (6), Eno2p (4), Gpm1p (3), Fba1p (2) and Hxk1 (2).

Enzyme activities were measured from crude cell extracts, providing a measure of the combined activity of all isoforms of the respective enzymes in the cell (Figure 4). The activities were expressed as units (U) per total soluble protein. It has previously been shown that there are only small differences in the protein content of the cells grown in aerobic and anaerobic glucose-limited chemostats at the growth rate of 0.1 h^-1.^[27]. In comparison of enzyme activities we assumed that the protein content of cells grown in oxygen limited conditions would be similar to those of cells grown anaerobically and aerobically. The activities of citrate synthase (CS), aconitase (ACO), isocitrate dehydrogenase (IDH) and malate dehydrogenase (MDH), from the TCA cycle, strongly correlated (correlation > 0.89) with the transcriptome data for the corresponding genes of the TCA cycle (*CIT1, ACO1, IDH1,2 *and *MDH1*, respectively). Of the enzymes of the pentose phosphate pathway, the activity of glucose-6-phosphate dehydrogenase (G6PDH) had a correlation of 0.7 with the corresponding gene, *ZWF1*. The activities of 6-phosphogluconate dehydrogenase (6PGDH), transketolase (TKL) and transaldolase (TAL) had a correlation of 0.5 to *GND1, TKL1 *and *TAL1*, respectively, and no correlation to *GND2, TKL2 *and ORF *YGR043C*, respectively.

**Figure 4:**
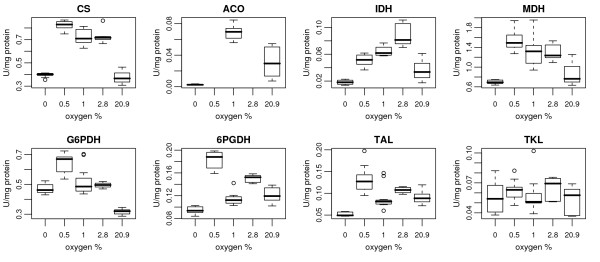
**Enzyme activity levels in 0, 0.5, 1.0, 2.8 and 20.9% oxygen**. Activity of TCA cycle enzymes citrate synthase (CS), aconitase (ACO), isocitrate dehydrogenase (IDH), malate dehydrogenase (MDH) and of the PPP enzymes glucose-6- phosphate dehydrogenase (G6PDH), 6-phosphogluconate dehydrogenase (6PGDH), transketolase (TKL) and transaldolase (TAL). The data was obtained from 2 to 4 samples taken during steady states in 2 to 4 parallel cultivations. In the boxplots the box corresponds to the IQR (inter-quartile range) and the midpoint corresponds to the sample median. The whiskers extend to extreme values of the data (within 1.5 times the IQR from the upper or lower quartile). Open circles correspond to outliers.

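How much protein a message yields depends on its translation and on how long the protein lasts, and a spot on a gel may hold only 1 of several modified forms. For 209 spots of 155 genes in Additional file 2, the paper's mean spot value (log-transformed and quantile-normalised, with a log base that the paper's text does not name) was set against the mean log2 transcript level at the same oxygen level. Across spots, Pearson's r was 0.515 at 0%, 0.374 at 0.5%, 0.486 at 1.0%, 0.38 at 2.8% and 0.494 at 20.9% oxygen. Spearman's rho was 0.546, 0.425, 0.5, 0.463 and 0.472 in the same order. With the brightest spot of each gene alone, r was 0.672, 0.518, 0.669, 0.627 and 0.634. These are correlations across genes, and genes are not independent replicates; spots of 1 gene share a transcript value. The authors set spots that were absent from most gels of a condition to the lowest value of each gel, which draws such spots together.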

In all the aeration conditions studied, the Pearson's correlation between proteins identified in the 2D gels and the mRNA levels of the corresponding genes in the transcriptome was similar, with an r-value between 0.41 and 0.55. For a more detailed comparison, the 107 significantly changing protein spots (from the 2D-gels) and the corresponding transcripts were hierarchically clustered (Figure 5). In the case of multiple protein isoforms, the corresponding transcript was assigned to each isoform separately. Of the eight groups formed by the cluster analysis, the protein and transcript quantities in groups 1 and 6 showed a high correlation (average 0.80 and 0.77, respectively). 

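Adh2p, the glyoxylate cycle enzymes Icl1p and Mls1p, and acetyl-CoA synthetase Acs1p let the cell use ethanol and acetate as carbon sources. For the 8 genes and the paper's 15 spots named for this group, all 15 spots and all 8 transcripts were higher at 20.9% than at 0% oxygen. At 0% oxygen 6 of the 15 spots sit at the lowest spot value of that oxygen level. The paper gave spots with no signal in most gels of a condition each gel's lowest value, so the size of their differences is not measured. Over the other 9 spots, of 6 of the genes, the median difference was 1.78. The median log2 change of all 8 transcripts was 2.61; genes and scales differ between these medians, so only directions are compared. ICL1 (YER065C) rose from 8.57 ± 0.73 at 0% to 9.78 ± 0.26 at 2.8% and 11.68 ± 0.49 at 20.9% oxygen (log2 change 3.11 from 0 to 20.9%, standard error 0.29, adjusted p = 1.1e-08), and MLS1 rose by 4.22 (adjusted p = 1.5e-08). FAA2, which activates fatty acids, rose by 2.11 (adjusted p = 5.0e-10). Of the 8 transcripts, which the study selected on these samples, 7 passed the threshold.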

Members of group 1, related to metabolism of ethanol (ADH2), the glyoxylate cycle (ICL1, MLS1), fatty acid metabolism (FAA2), acetyl CoA synthesis (ACS1, ALD6, ALD4), and glycolysis (FBA1), were at high levels in fully aerobic conditions and both the expression of the genes and the quantity of the proteins decreased with decreasing oxygen availability. Members of group 6, involved in translation (DED1, PAB1, DYS1, HTS1) and amino acid metabolism (MET17, SER1, SAM2), glycolysis and ethanol fermentation (HXK1, ADH1), were at high levels in anaerobic conditions and on low levels in fully aerobic conditions. 

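These genes belong to protein synthesis, amino acid supply and fermentation. Of the paper's 16 spots for the 9 genes, 2 were higher at 20.9% than at 0% oxygen and the median difference was -1.32; none of the 9 transcripts was higher, 7 were called lower, and their median log2 change was -0.76. ADH1 (YOL086C), the alcohol dehydrogenase that makes ethanol, had log2 levels of 14.22 ± 0.05 at 0%, 14.07 ± 0.05 at 2.8% and 13.36 ± 0.20 at 20.9% oxygen, a log2 change of -0.86 from 0 to 20.9% (standard error 0.07, adjusted p = 1.8e-09). HXK1, a hexokinase, fell by 0.71 and DED1, a translation helicase, fell by 0.76 (adjusted p = 3.1e-08 and 0.0036). PAB1 did not change (adjusted p = 0.18).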

In groups 2, 4 and 5 the transcript and protein levels differed significantly only in cells provided with 0.5% oxygen. Group 2 contained genes and proteins involved in oxidative stress (SOD2, TSA1), redox balance (GCY1, CYB2), fatty acid metabolism (ETR1) and the TCA cycle (FUM1, LSC1). 

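Superoxide dismutase Sod2p and the peroxiredoxin Tsa1p remove reactive oxygen, and Cyb2p feeds electrons from lactate to cytochrome c. The group holds 8 of the paper's spots from 7 genes (SOD2, TSA1, GCY1, CYB2, ETR1, FUM1 and LSC1), a selection made by the study on these samples. From 0 to 0.5% oxygen all 7 transcripts rose past the threshold, by a median log2 change of 1.57. Of 7 spots 2 were higher, with a median difference of -0.09. A spot of CYB2 that sits at the lowest spot value of its level, both at 0% and at 0.5%, is left out. From 0.5 to 1.0% oxygen all 8 spots were higher, by a median of 1.78 (1.24 without that spot), and the transcripts changed by a median of 0.08 with none called. SOD2 (YHR008C) had log2 transcript levels of 11.20 ± 0.22 at 0%, 13.13 ± 0.11 at 0.5% and 13.12 ± 0.06 at 1.0% oxygen, a rise by 1.93 over the first step (standard error 0.09, adjusted p = 3.6e-13). CYB2 rose by 4.06 over that step (standard error 0.20, adjusted p = 6.4e-13) and TSA1 by 0.42 (adjusted p = 9.3e-06).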

The protein levels in group 2 were high with 1.0 to 20.9% provided oxygen, while the transcript levels were already high with 0.5% provided oxygen. 

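Aconitase, succinate dehydrogenase and the ATP synthase subunits have to be imported and assembled in mitochondria, and several carry haem or iron-sulphur clusters. For the paper's 18 spots of 12 genes (ACO1, IDH2, SDH1, ATP1, ATP3, ATP7, QCR2, RIP1, ILV2, MCR1, TUF1 and POR1), again a selection made on these samples, the median difference from 0 to 0.5% oxygen was 0.04 in the spots and 0.42 in the log2 transcript levels, and all 12 transcripts were higher (9 of them called). Of the 18 spots 13 were higher as well, or 12 of 17 without a spot at the lowest value. The scales of spots and transcripts differ, so the sizes of the 2 medians are not compared. From 0.5 to 1.0% oxygen 16 of 18 spots were higher, by a median of 0.82. Without a spot of ATP1 that sits at the lowest spot value of the 0.5% level the median was 0.74. The transcripts changed by a median of 0.05. From 2.8 to 20.9% oxygen both fell, the spots by a median difference of -0.7 and the transcripts of -0.42. ACO1 (YLR304C) rose by 0.41 from 0 to 0.5% oxygen (standard error 0.07, adjusted p = 7.1e-05) and SDH1 by 0.93 (standard error 0.07, adjusted p = 9.6e-10). From protein levels that stay low at 0.5% oxygen while the transcripts are already high, the paper proposes that these proteins are regulated after transcription. No test of the difference between spots and transcripts was made here.

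**Figure D9:**
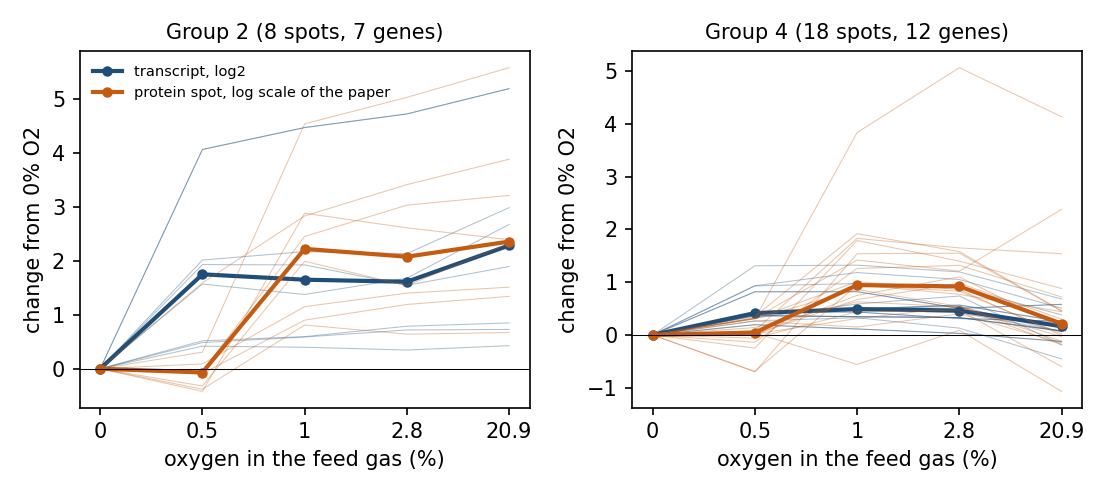
Change from 0% oxygen (y axis) of the paper's protein spot values and of the log2 transcript levels at 0, 0.5, 1.0, 2.8 and 20.9% oxygen (x axis) in groups 2 and 4; thin lines are spots and transcripts, thick lines their medians with a transcript counted once per spot. The median of the spots' own differences from 0.5 to 1.0% oxygen is 1.78 in group 2 and 0.82 in group 4. Without spots at the lowest value it is 1.24 and 0.74. These medians need not equal the steps of the thick lines, which are medians of the changes from 0%.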

In group 4, related to the TCA cycle (ACO1, IDH2, SDH1), oxidative phosphorylation (ATP1, QCR2, RIP1, ATP7, ATP3) and other mitochondrial reactions (ILV2, MCR1, TUF1, POR1), the protein levels were highest with 1.0 and 2.8% provided oxygen and the transcript levels were again high already with 0.5% provided oxygen. In group 5, containing genes and proteins related to redox balancing (TRR1, RHR2, DLD3, YEL047C), the highest protein levels were observed in anaerobic conditions and when 0.5% oxygen was provided, while gene expression levels were highest under anaerobic conditions. 

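Trr1p keeps thioredoxin reduced, and the paper relates it, together with Gpp1p (RHR2), Dld3p and Frd1p (YEL047C), to the redox balance of the cell. Of the paper's 5 spots for the 4 genes, 3 were higher at 0.5% than at 0% oxygen, with a median difference of 0.4, while all 4 transcripts fell, by a median log2 change of -1.23. From 0.5 to 1.0% oxygen the spots differed by a median of -1.96 and the transcripts by -0.1. DLD3 (YEL071W) fell from 12.45 ± 0.23 at 0% to 9.78 ± 0.18 at 0.5% oxygen, a log2 change of -2.67 (standard error 0.15, adjusted p = 6.4e-12). FRD1, GPP1 and TRR1 had log2 changes of -1.59, -0.86 and -0.67 (adjusted p = 4.1e-12, 0.0032 and 1.3e-04). With 5 spots chosen by the study, the medians describe these spots only.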

Members of group 3, involved in various different functions, had their highest protein and gene expression levels in fully aerobic conditions, but in oxygen-restricted conditions the levels did not correlate. Group 7 contained genes and proteins, the expression and quantity of which correlated in some levels of provided oxygen. Group 8 contained genes and proteins that did not show any correlation.

**Figure 5:**
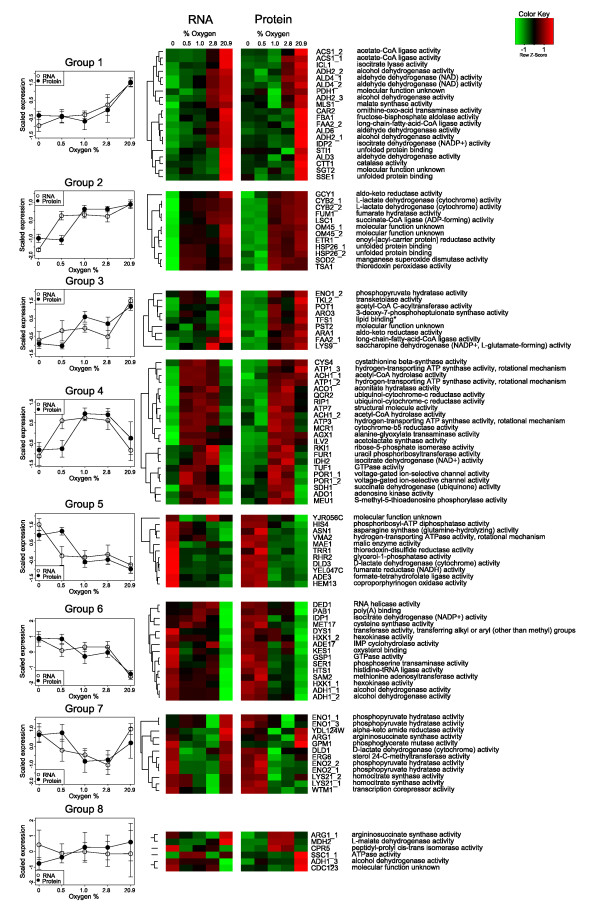
**Comparison of protein and transcript level data**. Clustering of protein spots which differed significantly in the cultures receiving different oxygen levels with their corresponding gene expression profiles. The expression values are centred and scaled around a mean of zero and standard deviation of 1. In heatmaps, green indicates low expression and red indicates high expression. For each group, the mean profile of the gene and protein expression is plotted with corresponding standard deviations. Different pI forms of the proteins are differentiated with numbers 1, 2 and 3.

## Discussion

Our results demonstrate that the oxygen limitation, not only the presence or absence of oxygen, strongly affects both the transcriptome and proteome of the yeast *S. cerevisiae*. Genes related to the respiratory pathway, the TCA cycle, metal ion homeostasis and the MAPK signalling pathways of mating and filamentous growth responded specifically to intermediate oxygen availability, a response not seen when focusing only on anaerobic and aerobic growth conditions. In addition, comparison of array and proteome data indicated post-transcriptional regulation, especially with 0.5% oxygen in the feed gas.

Respiratory functions inevitably have the highest oxygen-demand of cellular reactions. Interestingly, analysis of the transcriptome revealed an upregulation of nearly all genes encoding subunits of respiratory complexes and the main enzymes of the TCA cycle in conditions of intermediate oxygen. The differences at the transcriptional level were less than 2-fold and would have been neglected in clustering analyses involving a pre-selection of genes. The same trend was observed in the proteome as an increase in the concentration of some of the proteins of the TCA cycle and respiratory chain, and further confirmed by increased enzyme activities of the enzymes of the TCA cycle in the intermediate oxygen levels. This may indicate that the cell senses that oxygen is restricted and tries to enhance respiration by global upregulation of the genes related to these functions. Supporting this hypothesis, several genes encoding enzymes that function in the transport of iron and zinc also had their highest expression in the intermediate oxygen conditions. Proteins functioning in oxygen binding and oxygen-dependent metabolism contain a large proportion of the cellular iron, copper and other metals [37] and additional metals are thus needed to enhance the synthesis of oxygen binding proteins. To our knowledge, the global upregulation of respiratory pathways observed in this study as a response to intermediate oxygen availability has not previously been described.

The Hap2/3/4/5p transcription factor, the binding site of which was enriched among the promoters of the respiratory genes which were upregulated in the intermediate oxygen conditions, is known to act as an activator of many genes encoding subunits of the respiratory chain complexes. It may have a role in gene regulation induced by oxygen restriction, possibly in combination with regulation mediated by the two 3'UTR motifs found to be enriched in the genes that had their highest expression level in the intermediate oxygen conditions. One of these motifs (WHATATTC) resembles the motif AATATTCTT found in a comparative genomics study of three yeast species [38] and a similar motif found by the matrixREDUCE algorithm [39]. Both of these studies identified the motif as over-represented among genes related to energy metabolism, the latter being particularly over-represented among the genes of the electron transport chain.

Hap2/3/4/5p is suggested to play a role in the activation of respiration during growth rates above 0.08 h^-1 ^providing excess respiratory capacity that allows for respiratory metabolism at higher glucose fluxes [10,11]. Both high specific growth rates and intermediate oxygen provision in glucose-limited chemostats lead to onset of respirofermentative metabolism [29,40]. In fully aerobic conditions at growth rates below 0.3 h^-1^, the cell is able to maintain fully respiratory metabolism. In conditions with only 0.5 to 2.8% oxygen provided, however, the restricted oxygen provided is not sufficient for purely respiratory metabolism even though the cell responds by upregulation of Hap2/3/4/5p controlled networks.

Hap2/3/4/5p has also been suggested to control other mitochondrial processes than respiration [10] to coordinate functions of both nucleus- and mitochondrion-encoded mitochondrial proteins. However, at the transcriptional level, our data indicates that mitochondrial translation and import machineries are not co-ordinately regulated with respiratory functions, as the genes encoding the former were more highly transcribed in anaerobic rather than in fully aerobic conditions while the genes of the latter were not. In addition, the 3'UTR sites found in these groups were different. The results suggest that mitochondrial import and translational machineries have an important role also during anaerobic conditions, in which mitochondria are known to exist in the form of pro-mitochondria, the role of which is not yet very well understood [41].

Utilisation of fatty acids is an oxygen-dependent process [42]. Accordingly, the genes encoding activities of fatty acid β-oxidation and peroxisomal biogenesis were more highly expressed in the fully aerobic compared to oxygen-limited conditions. Interestingly, there was a clear difference between cells grown with 20.9% and 2.8% oxygen in the feed gas, even though the oxygen uptake rate under these two conditions was very similar. *CTA1 *and *POX1 *have previously been shown to be regulated by oxygen [12,43], via a heme-dependent pathway that does not involve Hap1p, and via another mechanism that does not rely on heme, but the exact pathways are not known [43]. It is possible that the other genes of the fatty acid β-oxidation pathway in the same cluster (*TES1, CRC1, ANT1 *and *FOX2*) are regulated by oxygen via the same, still unknown pathway as *CTA1 *and *POX1*.

Sterol biosynthesis, which is also an oxygen-requiring process, is regulated differently than fatty acid oxidation. In contrast to fatty acid oxidation, which is mainly related to energy production, sterol biosynthesis is essential for the cell [15,44,45]. Our promoter analysis revealed two putative transcription factor binding site motifs that are possibly involved in sterol metabolism. One of these (BTAWACGA) was found in 18 out of 20 promoters of the genes of ergosterol biosynthesis, in all promoters of DAN/TIR genes encoding cell wall mannoproteins, and interestingly also in *UPC2 *and *ECM22*, genes which encode transcription factors known to be involved in the regulation of sterol uptake and biosynthesis [20,46-48]. A closer look at this motif revealed that it corresponds to the AR1 (TCGTATA) and SRE (TCGTTYAG) motifs which are involved in Upc2p/Ecm22p mediated transcriptional regulation of anaerobically induced genes and *ERG *genes, respectively [20,49]. The other motif found by the FIRE programme, RACAATAG, has previously been observed through phylogenetic footprinting analysis to be enriched in genes of lipid metabolism [50] and in genes which where upregulated on galactose medium in anaerobic conditions [13]. The motif was found in the promoters of 6 *ERG *genes, *UPC2 *and *ECM22*. Thus this motif may be involved in regulation of genes of ergosterol biosynthesis directly or through Upc2p and Emc22p.

Even though the ergosterol biosynthesis pathway is not active in the absence of oxygen [51-53], some of the genes of this pathway (*ERG *genes) had higher expression in anaerobic cultures compared to the cultures receiving oxygen. This has previously been observed in cultures which were anaerobic or severely oxygen-restricted [13,21,27], but the opposite has also been reported. It was recently shown that some of the *ERG *genes are repressed by Hap1p in severely oxygen restricted conditions [8]. Anaerobic upregulation of *ERG *genes may reflect the fact that sterols are essential, by maintaining high levels of transcription for pathways of sterol and unsaturated fatty acid synthesis, priority may be given to these pathways in conditions where oxygen becomes available after a period of anaerobicity to facilitate mitochondrial membrane biogenesis [54].

Gene set enrichment analysis of our data indicated that the genes of GO category of stress response were affected by oxygen provision. The GO category of stress response contains a wide set of genes responding to different stress conditions and the cluster analysis showed that these genes were indeed enriched in three clusters with distinct expression profiles. However, all these clusters showed a higher expression level of stress-related genes in the fully aerobic conditions, compared to 2.8% provided oxygen. *XBP1*, encoding a stress-induced transcriptional repressor, was found to be regulated in an oxygen-dependent manner: the level of transcripts of this gene was lowest in anaerobic, highest in the fully aerobic and on a similar, intermediate level in the intermediate oxygen conditions. The DNA-binding domain of Xbp1 is homologous to the DNA-binding domains of cell cycle regulators Swi4p and Mbp1 and binds a related sequence [55,56]. Xbp1p has been indicated to act as a sporulation specific regulator in diploid cells, but the role of this transcription factor in haploid cells is not clear [55]. The transcription of *XBP1 *is induced by various stress situations, including glucose starvation and oxidative stress [55,56]. The enrichment of its binding sites in the promoters of the genes whose transcription negatively correlated to the transcription of this repressor, indicated a role related to cell division and cell wall organisation. However, it is not clear why these functions would be regulated in conditions of constant growth rate.

Interestingly, several genes of the MAPK signalling pathway of mating and filamentous growth were considerably upregulated in the conditions of intermediate oxygen availability. Glucose limitation is known to provoke filamentous growth in haploid cells with concomitant action of MAPK, 5'-AMP-dependent and 5'-cyclic AMP-dependent kinase pathways (reviewed in [57,58]). The MAPK signalling pathway of mating and filamentous growth may be activated by low glycosylation of the exo-cellular domain of Msb2p in low glucose conditions. However, since the glucose was below detection limit in all cultures studied, oxygen limitation in addition to glucose limitation, contributed to the induction of this signalling pathway in the conditions of intermediate oxygen availability. No clear filamentation of the cells was observed under these conditions, possibly due to lack of activity of the other kinase pathways.

In conditions of restricted respiration, the carbon flux through glycolysis is increased while the flux through the pentose phosphate pathway (PPP) remains constant [30,59-62]. The regulation of glycolysis has been shown to be predominantly post-transcriptional [27,29,63], but less is known about the regulation of the PPP. Expression of the genes encoding the main isoenzymes of the PPP did not differ significantly in conditions of different oxygen provision, while the expression of the genes encoding the minor isoenzymes of PPP, *GND2, TKL2, SOL4 *and ORF YGR043C (*NQM1) *was strongly affected by oxygen provision. The expression of the latter genes was not dependent on the absolute level of oxygen in the feed gas, but rather on the absence, limited provision or excess oxygen. Genes encoding these isoenzymes are also induced after the diauxic shift [64]. It thus seems that they are important for respiratory metabolism and that the downregulation of their expression in fermentative conditions is not dependent only on glucose repression.

We previously published transcription data for 72 selected genes related to central carbon metabolism, measured with the TRAC method [29]. Comparison of the results of TRAC analysis and the present data revealed good correlation for most of the transcripts showing more than 2-fold difference in their expression when measured with Affymetrix. This is similar to the correlation observed in comparison of transcription data for 1375 human genes using microarray or real-time PCR analysis [65]. The proportion of genes that showed similar significant differences with both arrays and real-time PCR was dramatically decreased when changes less than 2-fold were considered [65]. The differences between the TRAC and the Affymetrix measurements may be due to differences in sample preparation and the need for cDNA synthesis: in TRAC crude cell lysates are used and no cDNA synthesis is performed while in Affymetrix purified RNA is used to synthesise cDNA for hybridisation [66]. In addition, normalisation and probe design may affect the results [67].

Our results on the correlation of the proteome and transcriptome (Pearson correlation 0.41 to 0.55) are consistent with previous studies in yeast [68], although both higher [69] and lower [70] correlation has been reported. The 35 proteins spots and the corresponding genes of oxygen dependent reactions and respiration, and of acetyl-CoA synthesis, amino acid metabolism, translation and glycolysis in groups 1 and 6 were very similarly affected by the oxygen availability, suggesting regulation at the transcriptional level. However, the glycolytic enzymes in particular, as well as aldehyde dehydrogenases, were found as multiple pI isoforms and the responses of the isoforms of glycolytic enzymes differed from each other, indicating regulation by phosphorylation [71].

Interestingly, for several transcript-protein pairs the expression correlated when oxygen availability was high, but varied in low oxygen conditions, especially when only 0.5% oxygen was provided (members of groups 2, 4 and 5). Proteins of the TCA cycle and the electron transport chain, and those related to oxidative stress and additional mitochondrial functions, which clustered in groups 2 and 4, were present at relatively low levels when 0.5% oxygen was provided, although the gene expression levels were already high, suggesting post-transcriptional regulation of these proteins. In group 5, related to redox status of the cell, the opposite was observed, i.e. protein levels were high, even though gene expression was down-regulated, again indicating a post-transcriptional level of regulation. Thus, both physiological characteristics and the fluxes [29] demonstrate that provision of 0.5, 1.0 or 2.8% oxygen in the feed gas results in distinct modes of respiro-fermentative metabolism which are clearly not achieved through transcriptional regulation alone.

## Conclusion

The level of oxygen provision affected a significant part of the transcriptome of *S. cerevisiae*. However, there were only a few genes, the expression of which strictly correlated with oxygen concentration in the feed gas. Rather, the differences were observed in comparison of anaerobic, oxygen-limited and fully aerobic conditions, which require different modes of metabolism in *S. cerevisiae*. An overview of the interactions of the genes and transcription factors highlighted in this study is given in the Additional file 3 in which the relative gene expression in the different conditions is indicated along with the relevant transcription factors. Further, comparison of transcriptome and proteome level data indicated post-transcriptional regulation, especially when 0.5% oxygen was provided.

In the oxygen-limited conditions, the genes encoding respiratory pathways were more highly expressed and the quantities of proteins were higher than in either anaerobic or aerobic conditions. Regulation was possibly achieved at the transcriptional level through the action of the Hap2/3/4/5p transcription factor and the two previously undescribed 3'UTR elements. While the expression levels of these genes were high in all three oxygen-limited conditions studied, the protein quantities were high only when 1.0 or 2.8% oxygen was provided, suggesting a post-transcriptional level of regulation. In addition, according to these results, the transcriptional responses of respiratory and mitochondrial translational machineries were not coordinated, since the transcription of the latter was at a higher level in oxygen-limited and anaerobic conditions, compared to fully aerobic conditions, whereas the transcription of the former was higher in oxygen-limited conditions, compared to either anaerobic or fully aerobic conditions. Further, the regulatory elements enriched in the genes of mitochondrial translation machinery were different to those enriched in genes related to respiratory pathways.

## Methods

### Strain and culture conditions

The cultivations were described and the fermentation data published by Wiebe and co-workers [29]. Briefly, *Saccharomyces cerevisiae *CEN.PK113-1A (*MATα*, *URA3*, *HIS3*, *LEU2*, *TRP1*, *MAL2-8c*, *SUC2) *was grown in 0.8 to 1 L medium in B. Braun Biotech International (Sartorius) Biostat^® ^CT (2.5 L working volume) bioreactors in the defined minimal medium described by Verduyn *et al*. [72], with 10 g glucose l^-1 ^as carbon source, and supplemented with 10 mg ergosterol l^-1 ^and 420 mg Tween 80 l^-1^. Silicone antifoam (BDH 331512K, VWR International, UK; 0.5 mL l^-1^) was used to prevent foam production in the cultures. Chemostat cultures were maintained at D = 0.10 ± 0.02 h^-1^, pH 5.0, 30°C, with 1.5 volume gas [volume culture]^-1 ^min^-1 ^(vvm). For cultures which received less than 20.9% O_2 _(vol/vol) in the gas stream, air was replaced with the equivalent volume of N_2_, so that total gas flow was maintained constant for all experiments. Cultures which were fed 2.8 or 20.9% O_2 _were subject to oscillations. To prevent these, approximately 5% of the total cell concentration in the bioreactor was added to the culture as cells in mid to late exponential phase at the time when continuous medium feed was started [73].

### Transcriptome analysis

Affymetrix microarray analysis of two (0.5%, 2.8% O_2_) or four (0%, 1.0%, 20.9% O_2_) parallel cultivations was performed. From cultures which received 0.5% and 2.8% O_2_, two separate steady state samples were also analysed. In addition, from one of the cultivations with 1.0% O_2 _in the feed gas, four separate steady state samples were analysed. The cells were collected in cold (+4°C) 10 mM Na-phosphate buffer, pH 7. After centrifugation (3500 rpm, 5 min, +4°C), the cell pellet was frozen in liquid nitrogen. For anaerobic samples, the buffer was saturated with nitrogen in advance. For RNA extraction, 5-20 mg dry mass of cells were suspended in 400 μl cold (+4°C) disruption buffer (20 mM Tris-HCl, pH 7.4, 100 mM KCl, 2 mM MgCl_2_, 2 mM DTT). 400 μl phenol-chlorophorm (50:50), 5 μl 20% (w/v) SDS and 400 μl glass beads (0.5 mm diameter, Biospec Products) were added. The cells were disrupted with a Fastprep machine (Q-Biogene), 2 × 20 s, at speed 6. After centrifugation (14000 rpm, 15 min, +4°C), supernatant was used for total RNA extraction. The total RNA extraction was done with an RNeasy kit (Qiagen) according to manufacturer's instructions.

Hybridisations were carried out at the Finnish DNA Microarray Centre at Turku Centre for Biotechnology. 2 μg of total RNA was used as starting material for sample preparation. Samples were processed according to the One-Cycle Target Labelling protocol in the GeneChip Expression Analysis Manual (Affymetrix). Both before and after the amplifications the total RNA/cRNA concentrations were assessed with Nanodrop ND-1000 and total RNA/cRNA quality was assessed by BioRad's Experion electrophoresis station. Each sample was hybridised to the GeneChip Yeast Genome 2.0 Array at +45°C overnight (16 h) according to the GeneChip Expression Analysis Technical Manual (Affymetrix). A GeneChip Fluidics Station 450 was used to wash and stain the arrays, and a GeneChip Scanner 3000 with AutoLoader was used to scan the arrays. CEL-files were extracted with GCOS Manager 1.4.

All data analysis was done using R/Bioconductor, version 2.5.1 [74,75]. The raw data was normalised with Robust Multichip Average (RMA) normalisation [76]. Statistical differences in the expression were analysed using linear modelling with the tools of limma package [77]. For each gene, a linear model was fitted by the least squares method and differential expression within pairs of experimental conditions was computed using the empirical Bayesian approach [78]. For correction of multiple testing errors, the Benjamini & Hochberg -method controlling false discovery rate (FDR) was used [79]. The microarray data can be accessed through GEO accession number GSE12442.

The Gene Ontology (GO) classes and KEGG pathways differentiating the conditions studied were computed using parametric gene set enrichment analysis [33,80]. Pair wise fold changes between conditions of different oxygen provision were calculated and the fold changes were used to calculate Z scores for the gene sets. Statistical significances of Z scores were determined against normal distribution.

The clustering analysis of gene expression data was performed using fuzzy c-means clustering [34,81]. The clustering method assigns genes to clusters with gradual membership (values between 0 and 1). For the clustering, the expression values were scaled and centred to have a mean of zero and standard deviation of one. The parameter m, which controls the sensitivity of the clustering process to noise, was adjusted to 1.25 to prevent the detection of clusters in randomised data. The number of clusters was selected, such that no clusters were formed where all the genes would have membership values below 0.5. The enriched GO classes and KEGG metabolic pathways in the clusters were computed with the GOstats package [82]. Transcriptional regulatory motifs in the clusters were analysed with the FIRE method [35].

### Proteome analysis

Cells for proteome analysis were collected in cold Na-phosphate buffer, pH 7 as described for the microarray analysis. 5-10 mg dry mass of cells was re-suspended in 150 μl of 10% (v/v) trichloro acetic acid (TCA, Merck) in 1.5 ml micro centrifuge tubes. 500 μl glass beads (0.5 mm diameter, Biospec Products) were added and the tube inserted into a MiniBeadbeater 8 (Biospec Products) and shaken at homogenisation speed, three times for 30 seconds. The tubes were cooled on ice between each homogenisation step. The suspensions were withdrawn and proteins were precipitated by adding 600 μl of -20°C acetone and incubating 30 min. on ice. Precipitated proteins were collected by centrifugation for 30 min., 13 000 rpm, at 4°C, rinsed once with 600 μl of -20°C acetone and re-suspended in 450 μl of 7 M urea (Promega, USA), 2 M thiourea (Fluka, USA), 4% (w/v) CHAPS (Fluka), 1% (w/v) Pharmalytes 3-10 (Pharmacia, Sweden) and 1% (w/v) DTT (Sigma) by gently shaking for 20 min. at room temperature. Supernatants were collected by centrifugation for 5 min. 13 000 rpm (Eppendorf bench centrifuge). The protein concentration of supernatants was determined by the Non-Interfering Protein Assay (Geno Technology, Inc.) and the samples were stored at -70°C before isoelectric focusing.

Isoelectric focusing and second dimension 11% (w/v) SDS-PAGE were carried out as described earlier [83]. After electrophoresis the gels were fixed for one and a half hours in 30% (v/v) ethanol and 0.5% (v/v) acetic acid and stained with Sypro Ruby (Molecular Probes), according to manufacturers' instructions. The stained gels were scanned with a resolution of 100 microns on a Typhoon instrument (GE Healthcare). The gel images were analysed using the Progenesis software (Nonlinear Dynamics). The gel patterns from different gels were automatically matched, with some additional manual editing, and the quantities of matching spots in different gels were compared. From each condition, samples from 2-4 independent cultivations were used and for each sample 4 gels were analysed. After background correction, the data was transferred to the R environment for normalisation and data analysis.

Background corrected proteome data of 500 spots was obtained from Progenesis software. For each condition, the spots that had zero values in more than 50% of the gels were treated as real zeroes and set to the lowest value of each gel [84]. The rest of the missing values were estimated using the k- nearest neighbour-method [85]. The data was log transformed and quantile normalised as described in [86]. The statistical analysis of differences was done using linear modelling [77].

Protein identifications were carried out in the Protein Chemistry Unit, Institute of Biomedicine, Anatomy, Biomedicum, Helsinki. For protein identification, excised gel spots were washed and dehydrated with acetonitrile (Rathburn, Scotland, HPLC grade S). Proteins were reduced with 20 mM DTT and incubated at 56°C for 30 min before alkylation with 55 mM Iodoacetamide (Sigma, USA)/100 mM ammonium hydrogen carbonate (NH_4_HCO_3_) in the dark at room temperature for 15 min. After washing with 100 mM NH_4_HCO_3 _and dehydration with acetonitrile the gel pieces were rehydrated in 10 to 15 μl sequencing grade trypsin (Promega, USA) in 100 mM NH_4_HCO_3_, to a final concentration of 0.01 μg/μl trypsin and incubated for trypsin digestion overnight at 37°C. Tryptic peptides were eluted from the gel pieces by incubating for 15 min at room temperature successively in 25 mM NH_4_HCO_3 _and then twice in 5% formic acid. The tryptic peptides were desalted using Zip Tip μC-18 reverse phase (Millipore, USA) and directly eluted with 50% v/v acetonitrile/0.1% v/v trifluoroacetic acid (TFA) onto a MALDI target plate. Then, a saturated matrix solution α-cyano-4-hydroxy cinnamic acid (CHCA) (Sigma, USA) in 33% ACN/0.1% TFA was added. MALDI-TOF analyses were carried out with an Autoflex (Bruker Daltonics, Bremen Germany) equipped with a nitrogen pulsed laser (337 nm) and operating in positive mode. Typically, mass spectra were acquired by accumulating spectra of 240 laser shots. External calibration was performed for molecular assignments using a peptide calibration standard (Bruker Daltonics GmbH, Leipzig, Germany). Trypsin autolytic peptide masses were used to check or correct the calibration.

Protein identifications were performed by searching the peptide masses against the National Center for Biotechnology Information (NCBI) non-redundant database using Matrix Science's Mascot - Peptide Mass Fingerprint . Protein identifications by peptide mass fingerprinting were further evaluated by comparing the calculated and observed molecular mass and pI, as well as the number of peptides matched and percent sequence coverage.

Comparison of proteome and transcriptome data was done according to Gallardo and co-workers [87]. Significantly (p < 0.01) changing protein spots (107) and the corresponding genes were clustered using a hierarchical clustering with average linkage method and correlation as distance metric. Visualisation was done in R/Bioconductor and Inkscape version 0.46 [88].

### Enzyme activity assays

Enzyme activities were measured as units (U) per mg of total soluble protein. One U was defined as the activity which converts one μmol substrate per min. Enzyme activities were measured from cell extracts prepared by disrupting the yeast cells with glass beads in 100 mM Hepes-buffer, pH 7.6, 1 mM DTT, supplemented with Complete protease inhibitor cocktail (Roche Applied Science, USA). The protein concentration of the cell extracts was determined with the Bio-Rad Protein Assay (Bio-Rad Laboratories, USA), using bovine serum albumin as the standard. All enzyme activities were measured as triplicates using the Konelab Arena 20XT automated analyser (Thermo Scientific, Finland) at 30°C and 340 nm in 79 mM TEA, pH 7.6, except citrate synthase activity which was measured at 420 nm. The isocitrate dehydrogenase (EC 1.1.1.41) assay mixture contained 1.2 mM MnCl_2 _and 0.48 mM NAD. The reaction was started by adding DL-isocitrate trisodium salt to a final concentration of 4 mM. The citrate synthase (EC 4.1.3.7) assay mixture contained 0.38 mM Acetyl-CoA and 0.1 mM DTNB. The reaction was started by addition of oxaloacetic acid to a final concentration of 0.5 mM. The aconitase (EC 4.2.1.3) assay mixture contained 1.2 mM MnCl_2_, 0.48 mM NADP and 0.8 U ml^-1 ^isocitrate dehydrogenase (NADP dependent). The reaction was started by addition of sodium citrate to a final concentration of 2 mM. The malate dehydrogenase (EC 1.1.1.37) assay mixture contained 0.2 mM NADH. The reaction was started by addition of oxaloacetic acid to a final concentration of 0.56 mM. The transketolase (EC 2.2.1.1) and transaldolase (EC 2.2.1.2) assay mixture contained 0.2 mM NADH, 20 U ml^-1 ^triosephosphate isomerase and 20 U ml^-1 ^glycerolphosphate isomerase. In addition, transketolase mixtures contained 0.3 mM thiamine pyrophosphate and 4 mM MgCl_2_. The transketolase assay was started by addition of ribulose-5P and ribose-5P to final concentrations of 5 mM and ribulose epimerase to 25 U ml^-1^. The transaldolase assay was started by addition of erythrose-4 phosphate and fructose-6 phosphate to final concentrations of 0.7 mM and 5.4 mM, respectively. Glucose-6 phosphate dehydrogenase and 6-phosphogluconate dehydrogenase assay mixtures contained 0.2 mM NADP and 8 mM MgCl_2_. The reactions were started by addition of glucose-6 phosphate and 6-phoshphogluconate, respectively, to final concentrations of 0.3 mg ml^-1^.

## Authors' contributions

ER, MT, LR and MP conceived the study. ER and MT carried out the transcriptome and proteome analyses and drafted the manuscript. MGW, ER and MT carried out the fermentations and MGW revised the manuscript. ER performed the enzyme activity measurements. J-PP participated in the statistical analysis and preparation of Figure S1. LR supervised the work and revised the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Over-represented GO- and KEGG-classes in clusters as determined by fuzzy c-means clustering of gene expression in cells receiving 0, 0.5, 1.0, 2.8 or 20.9% oxygen, and illustrated in Figure**2. Click here for file

Additional file 2 **Total soluble protein data. Normalised spot intensities and corresponding standard deviations in cells receiving 0, 0.5, 1.0, 2.8 or 20.9% oxygen**. Click here for file

Additional file 3 **Overview of gene expression data in cells receiving 0, 0.5, 1.0, 2.8 or 20.9% oxygen of genes encoding the main metabolic pathways and oxidative phosphorylation of*****Saccharomyces cerevisiae *****and the transcription factors known to regulate these genes**. Click here for file

# Supplementary material for: Low oxygen levels as a trigger for enhancement of respiratory metabolism in Saccharomyces cerevisiae
**Source:** BMC Genomics. 2009 Oct 5;10:461. doi: 10.1186/1471-2164-10-461
**Supplement:** Additional file 1 — Over-represented GO- and KEGG-classes in clusters as determined by fuzzy c-means clustering of gene expression in cells receiving 0, 0.5, 1.0, 2.8 or 20.9% oxygen, and illustrated in Figure2.

Table S1. Over-represented GO- and KEGG-categories in clusters of gene expression data
Clusters were determined by fuzzy c-means clustering of gene expression in 0, 0.5, 1, 2.8 and 20.9 % oxygen, and illustrated in Figure 2.

**Cluster**<br>(unknowns/genes)	**GO-category (p<0.01)**	**KEGG-category (p<0.01)**
**1**<br>(10/75)	cytokinesis<br>chromatin silencing at silent mating-type cassette<br>disaccharide metabolic process	
**2**<br>(10/186)	translation<br>biosynthetic process<br>protein metabolic process<br>ribosome biogenesis and assembly<br>telomere organization and biogenesis<br>fatty acid elongation	Ribosome
**3**<br>(21/99)	sterol metabolic process<br>alcohol metabolic process<br>protein catabolic process<br>response to stress<br>exocytosis<br>endocytosis	Butanoate metabolism<br>Proteasome
**4**<br>(21/163)	translation<br>protein complex assembly<br>mitochondrion organization and biogenesis<br>regulation of cyclin-dependent protein kinase activity<br>regulation of cell cycle<br>phosphatidylserine metabolic process<br>cellular protein metabolic process<br>reproductive process<br>cell wall organization and biogenesis<br>coenzyme biosynthetic process	Cell cycle<br>Glycerophospholipid metabolism
**5**<br>(17/167)	ribosome biogenesis and assembly<br>translation<br>IMP biosynthetic process<br>amino acid and derivative metabolic process<br>carboxylic acid metabolic process<br>spermine metabolic process<br>pyrimidine transport<br>apoptosis<br>biopolymer metabolic process<br>cell organization and biogenesis	Purine metabolism<br>Aminoacyl-tRNA biosynthesis<br>Methionine metabolism<br>RNA polymerase<br>Pyrimidine metabolism
**6**<br>(6/50)	regulation of small GTPase mediated signal transduction<br>telomere maintenance via telomerase<br>regulation of nucleic acid metabolic process<br>filamentous growth<br>regulation of amino acid metabolic process<br>fatty acid desaturation<br>transcriptional preinitiation complex formation	
**7**<br>(50/223)	coenzyme catabolic process<br>neutral amino acid transport<br>lipid metabolic process<br>carboxylic acid transport<br>tricarboxylic acid cycle intermediate metabolic process<br>prospore formation<br>glyoxylate cycle<br>second-messenger-mediated signaling	
**8**<br>(39/149)	trehalose metabolic process<br>protein refolding<br>response to stress<br>vacuolar protein catabolic process<br>autophagy<br>glutamate catabolic process<br>glucose metabolic process<br>regulation of gluconeogenesis<br>energy derivation by oxidation of organic compounds<br>MAPKKK cascade during cell wall biogenesis<br>alcohol biosynthetic process<br>response to abiotic stimulus<br>endocytosis	Starch and sucrose metabolism
**9**<br>(25/86)	glycerolipid metabolic process<br>response to heat<br>response to acid	
**10**<br>(24/209)	translation<br>macromolecule biosynthetic process<br>protein metabolic process<br>protein import into mitochondrion<br>siderophore transport<br>heme a metabolic process<br>very-long-chain fatty acid metabolic process<br>di-, tri-valent inorganic cation transport	Aminoacyl-tRNA biosynthesis<br>Selenoamino acid metabolism<br>Sulfur metabolism

Table S1. continued

Cluster<br>(unknowns/genes)	GO-class (p<0.01)	KEGG-class (p<0.01)
**11**<br>(30/204)	oxidative phosphorylation<br>tricarboxylic acid cycle<br>response to pheromone<br>glutamate metabolic process<br>cell division<br>signal transduction during filamentous growth<br>metal ion transport	Oxidative phosphorylation<br>MAPK signaling pathway<br>Pyruvate metabolism<br>Citrate cycle (TCA cycle)
**12**<br>(31/113)	nonprotein amino acid metabolic process<br>ornithine metabolic process<br>monosaccharide transport<br>cell differentiation<br>transcription initiation from RNA polymerase II promoter	Urea cycle and metabolism of amino groups<br>Arginine and proline metabolism
**13**<br>(27/267)	ribosome biogenesis and assembly	RNA polymerase<br>Pyrimidine metabolism<br>Purine metabolism<br>Aminoacyl-tRNA biosynthesis<br>Ribosome
**14**<br>(46/189)	sterol biosynthetic process<br>lipid biosynthetic process<br>alcohol metabolic process<br>transposition, DNA-mediated<br>secretory pathway<br>biofilm formation<br>peptide transport	Biosynthesis of steroids
**15**<br>(13/60)	DNA packaging<br>chromosome organization and biogenesis	
**16**<br>(58/219)	fatty acid oxidation<br>peroxisome organization and biogenesis<br>sporulation<br>NADP metabolic process<br>glycogen metabolic process<br>monosaccharide metabolic process<br>pentose-phosphate shunt<br>fatty acid transport<br>response to stress	Pentose phosphate pathway<br>Glutathione metabolism
**17**<br>(9/58)	intracellular transport<br>RNA transport<br>U2-type nuclear mRNA branch site recognition<br>protein transport<br>DNA packaging<br>nuclear translocation of MAPK<br>secretory pathway	Protein export
**18**<br>(14/87)	mitochondrial transport<br>generation of precursor metabolites and energy<br>mitochondrial membrane organization and biogenesis<br>monovalent inorganic cation transport	
**19**<br>(8/37)	secretory pathway<br>protein amino acid terminal glycosylation	Proteasome
**20**<br>(27/253)	secretory pathway<br>regulation of cellular pH<br>intracellular transport<br>glycoprotein biosynthetic process	N-Glycan biosynthesis
**21**<br>(47/232)	peroxisome organization and biogenesis<br>monocarboxylic acid metabolic process<br>propionate metabolic process<br>tricarboxylic acid cycle intermediate metabolic process<br>asparagine biosynthetic process from oxaloacetate<br>endosome transport<br>carnitine metabolic process	Glyoxylate and dicarboxylate metabolism<br>Phenylalanine metabolism<br>Tyrosine metabolism
**22**<br>(23/145)	chromosome segregation<br>intracellular mRNA localization<br>serine family amino acid biosynthetic process<br>microtubule-based process<br>ER to Golgi vesicle-mediated transport<br>nucleotide transport<br>mitotic cell cycle<br>protein amino acid glycosylation<br>biopolymer glycosylation<br>purine base biosynthetic process	Ether lipid metabolism

# Supplementary material for: Low oxygen levels as a trigger for enhancement of respiratory metabolism in Saccharomyces cerevisiae
**Source:** BMC Genomics. 2009 Oct 5;10:461. doi: 10.1186/1471-2164-10-461
**Supplement:** Additional file 3 — Overview of gene expression data in cells receiving 0, 0.5, 1.0, 2.8 or 20.9% oxygen of genes encoding the main metabolic pathways and oxidative phosphorylation ofSaccharomyces cerevisiae and the transcription factors known to regulate these genes.

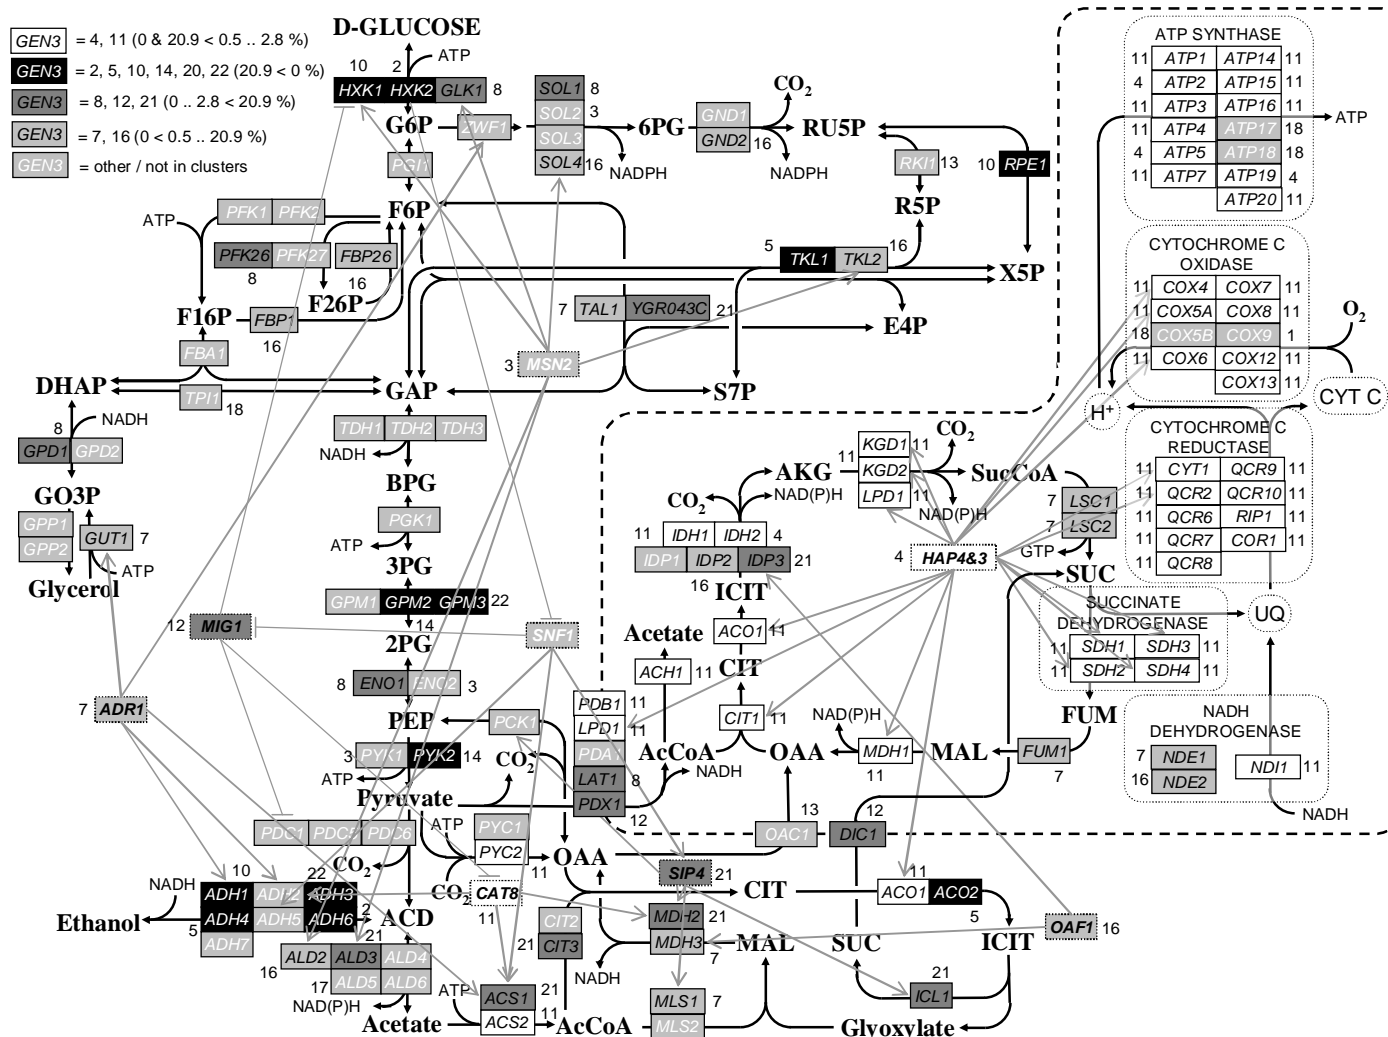

Figure S1. Main metabolic pathways and oxidative phosphorylation of *Saccharomyces cerevisiae* are presented as black lines with boxes containing the names of the genes encoding the main enzymes. Reactions and gene names were assembled from KEGG. Grey lines link transcription factors to genes, based on the Yeast Proteome Database (YPD). The expression cluster (Figure 2) the gene belongs to is indicated by the colour of the box. Numbers next to the gene boxes display the actual number of the gene cluster. White = clusters 4 and 11 in which expression in both anaerobic and aerobic conditions is less than in oxygen-limited conditions, black = clusters 2, 5, 10, 14, 20 and 22 in which expression in aerobic condition is less than in anaerobic conditions, dark grey = clusters 8, 12 and 21 in which expression is less in anaerobic and all oxygen-limited conditions than in aerobic conditions, medium grey = clusters 7 and 16 in which expression is less in anaerobic condition than in all oxygen-limited and aerobic conditions, light grey = genes in other clusters or not found in any of the 22 clusters.

How the deposited data were processed for this re-analysis (not part of the article)

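Total RNA of S. cerevisiae CEN.PK113-1A from glucose-limited chemostats at 5 oxygen levels was measured on GeneChip Yeast Genome 2.0 arrays, 1 array per sample. The deposited table holds 5716 probe sets in 22 arrays, with no missing values. Its values are log2 intensities that the authors obtained with Robust Multichip Average (background correction, quantile normalisation across arrays and a summary per probe set); they were used as deposited. Array medians lay between 9.036 and 9.099. The number of samples was 6 at 1.0% oxygen and 4 at each of the remaining levels. Precision for an oxygen level is limited by the number of cultivations, which the paper gives as 2 at 0.5% and 2 at 2.8%. The arrays were assigned to oxygen levels by their labels.

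Probe sets were named through the S. cerevisiae gene reference (strain S288C, assembly R64), in which 12 symbols were updated to the current ones. The 218 probe sets without a gene name were left out of the main analysis, and 1 probe set was kept for each of 5449 genes: a probe set of 1 transcript before those of the 2 kinds that match several transcripts (106 and 26 probe sets), and then the brightest. Positions in the genome are not given, because no genome sequence was used here. Genes of a list without a probe set of their own, among them the genes encoded in mitochondria, were not analysed here.

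Differential expression was tested with limma 3.58.1 in R 4.3.3, by 1 linear model with the 5 oxygen levels as groups and moderated variances. Genes that respond to oxygen were called by the moderated F test, and pairs of levels were compared by contrasts of the same fit. Values of p were adjusted by the method of Benjamini and Hochberg over the 5449 genes, for each comparison, and called under 0.01 as in the paper. A gene was said to peak (or dip) at the intermediate levels when the mean of the group means at 0.5, 1.0 and 2.8% was above (or below) both 0 and 20.9% oxygen at this threshold. Counts of genes with a change of at least 2-fold are descriptions. Lists of at least 10 measured genes were tested with camera of the same package, at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison, and again with a correlation estimated for each list. In PAGE, an alternative test, genes are taken as independent. Of 58 gene lists, 29 textbook lists were tested as sets. Other lists hold the genes that the paper names, which the study chose on these samples.

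Genes were taken for the text from those that the results of the paper or the lists name, and not all of these are named. Further genes were taken from the 10 with the largest log2 change in each direction, among those past the threshold whose samples do not overlap. This holds for 0% against 20.9%, 0% against 0.5%, 2.8% against 20.9%, 0.5% against 2.8% and 1.0% against 2.8% oxygen, and for peaks and dips ranked by the smaller of their 2 contrasts. Between 0.5 and 1.0% oxygen all genes past the threshold are named. Genes and values that the paper prints were known when this rule was written. Where a gene outside the rule is named, the text says so.

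Fuzzy c-means clustering followed the paper's settings (m = 1.25, 22 clusters) on genes scaled to mean 0 and standard deviation 1, with 10 random starts and a membership limit of 0.5. It was programmed in Python 3.11.15 with NumPy 2.4.6. Protein values are the mean spot values of the paper's Additional file 2; of 212 spots with values, 209 matched a measured transcript. They were correlated with mean log2 transcript levels in SciPy 1.17.1, and tables and figures were made with pandas 2.3.3 and Matplotlib 3.10.9. The steps were tested on simulated data with the observed spread of each gene. Of 50 genes changed 2-fold, 47 were called between 0.5 and 1.0% oxygen, 46 between 0 and 20.9% and 43 between 0.5 and 2.8%; of those changed 1.5-fold, 35, 35 and 30 were called. At most 1 of the unchanged genes was called in a comparison. Simulated samples were independent, unlike samples of 1 chemostat, so these numbers may overstate what can be seen in the real samples.

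Alternatives were a block for the replicate number, all probe sets, the mean of the probe sets of a gene, and a fit without the dimmest 25% of genes. Others were 2 further normalisations, variances with a trend and robust estimation, array weights, and a fit of only the 2 levels compared. Samples were left out as well: each array in turn, the 2 samples at 2.8% oxygen collected by direct centrifugation, and all but 2 samples at 0.5 and at 2.8%, and besides these all but 3 at 1.0%. For clusters, 2 other values of m and other sets of genes or arrays were tried, and for proteins Spearman's correlation and 1 spot per gene. TRAC data, enzyme activities, fluxes and promoter motifs of the study were not analysed here. Samples that come from the same chemostat could not be treated as such, since the labels do not say which they are.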

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

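Tests chosen only after the result was seen were those on cells collected by direct centrifugation, on samples with the same replicate number and on genes specific to a cells. In 150 groups of samples (29 gene lists and the residual spread at 5 oxygen levels), the array farthest from the rest was set against Dixon's 95% limit. Chance marks about 1 in 20 groups, or 7.5 here, and 17 were past the limit. Of these 17 marks 9 fell on replicate 4 at 2.8% oxygen and 4 on replicate 4 at 20.9% oxygen.

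At 2.8% oxygen, replicate 4 lay apart from the other 3 arrays in the mean log2 level of 8 lists. Ribosome biogenesis genes had 10.94 (the others 9.92 to 10.01), and genes of sulphur metabolism 11.85 (11.61 to 11.64). Stress response genes had 9.76 (10.58 to 10.72), oxidative stress genes 10.34 (10.83 to 10.86), pentose phosphate genes 10.2 (10.72 to 10.8) and protein folding genes 11.44 (11.68 to 11.73). Respiratory chain genes had 12.42 (12.63 to 12.65) and sporulation genes 5.62 (5.7 to 5.71). The residual spread of this array over all genes was 0.322, against 0.142 to 0.164. At 20.9% oxygen, replicate 4 lay apart in ribosome biogenesis genes with 8.63 (9.81 to 10.0) and in fatty acid oxidation genes with 11.79 (10.98 to 11.06). It also did so in peroxisome genes with 9.42 (9.07 to 9.13) and in sulphur metabolism with 11.02 (11.46 to 11.54). Of the remaining arrays, replicate 1 at 0% had copper and zinc genes at 8.87 (9.47 to 9.59) and replicate 2 at 0.5% glycolysis genes at 13.1 (13.03 to 13.04). Replicate 2 at 1.0% had copper and zinc genes at 9.7 (9.86 to 9.94) and respiratory chain genes at 12.59 (12.66 to 12.7).

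Replicate 4 at 2.8% and replicate 4 at 20.9% oxygen deviated from their group means in ribosome biogenesis genes by 0.73 and -0.96 on the log2 scale, and in stress genes by -0.68 and 0.14. Collection by direct centrifugation is argued against by replicate 2 at 2.8%, collected in the same way, which differed from the mean of the 2 cold buffer samples by only 0.018 in ribosome biogenesis genes, while replicate 4 differed by 0.97. Joint processing of all samples with the same number is argued against by the correlations of their deviations, which exceeded 0.1 in 13 of 36 pairs. The tally covers all numbers, so it cannot decide whether these 2 arrays shared a step. A mislabelled oxygen level is argued against in that 0 of the 2 arrays lay closer to the mean of another level, though for replicate 4 at 2.8% the margin was narrow (distance 31.7 to its own and 32.8 to the nearest other mean). What stays open is a difference in the state of these 2 cultures or in a step that the labels do not record, either of which may have shifted these genes, and no biological explanation was tested.

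Several genes that the paper does not name had the largest measured change of such genes in a comparison. FDH1, of formate dehydrogenase, was at least 353.0-fold higher at 20.9% than at 0% oxygen and at least 27.0-fold higher at 2.8% than at 0.5%. HUG1, which is induced by DNA damage in other settings, was at least 78.1-fold lower at 0.5% and 49.4-fold lower at 20.9% than at 0% oxygen. These folds of FDH1 and HUG1 are lower limits, as the lower level is near the background. The alpha factor gene MF(ALPHA)2 was 62.5-fold higher at 0.5% than at 0%. From 2.8 to 20.9% oxygen GRE1, a hydrophilin gene, rose 73.7-fold, and FIT2, of iron uptake, was 19.4-fold lower. HXT17, of hexose transport, was 12.2-fold lower at 2.8% than at 0.5% and 11.3-fold lower than at 1.0%. ATO3, of ammonium export, was 9.6-fold higher at 2.8% than at 1.0%. Fold values come from log2 intensities, and dim probe sets compress them.

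MF(ALPHA)2 is part of a wider pattern, in which 19 of 36 pheromone response genes and all 4 genes specific to alpha cells peaked at the intermediate levels. A shift of genes of like brightness by the array normalisation is argued against by 10000 random lists matched on mean level, of which the highest had 9 peaking genes. Cells of mating type a mixed into the intermediate cultures cannot be told apart from a change within alpha cells: the 7 genes specific to a cells had a median change of -0.375 (intermediate minus 20.9%), with 4 called lower and none higher, but all 7 are among the dimmest 25% of genes. MFA1, the brightest of them, was higher at 2.8% than at 20.9% oxygen (8.46 ± 0.19 and 7.84 ± 0.41). Oxygen itself and differences between cultivations, of which only 2 were sampled at 0.5% and 2 at 2.8%, stay open too.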

How the results depend on the processing

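The fit without replicate 4 at 2.8% and replicate 4 at 20.9% oxygen, the 2 arrays farthest from their groups, and the fits with 3 samples at 1.0% were chosen after seeing the data; the other alternatives and the tests on splits of the samples were set before the data were examined. Between the 2 scalings tried (quantile normalisation again and centring on array medians) and the values as deposited, the share of higher calls moved by less than 10 percentage points in every comparison. Signal over background limits what can be seen of dim genes. Without the dimmest 25% of genes, no count given here moved by more than 1.5 times.

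Genes responding to oxygen numbered 3268, and 3049 to 3469 with 1 array left out and 2603 to 4236 under the other alternatives. Leaving out 1 array at a time, the counts against 0% oxygen were 1149 to 1656 at 0.5%, 1292 to 1750 at 1.0%, 1217 to 1587 at 2.8% and 2494 to 2911 at 20.9%; against 20.9% they were 1607 to 2114 at 0.5%, 2093 to 2507 at 1.0% and 1960 to 2306 at 2.8%. Peaks numbered 256 to 309, dips 121 to 162, and the overlap of the anaerobic comparisons 906 to 1260. Under the other alternatives these 3 were 233 to 367, 104 to 198 and 882 to 1715. Counts of called genes in the 14 lists followed at the claims (peaks of respiratory chain genes 33 to 36, for example) stayed within 1.5 times in every alternative.

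With array weights the counts were 2499 for 0% against 0.5% (1466 with equal weights), 2496 for 0% against 1.0% (1557), 2155 for 0% against 2.8% (1402), 1110 for 0.5% against 1.0% (9), 1736 for 0.5% against 2.8% (309) and 859 for 1.0% against 2.8% (93). The cause was not tested. The lowest weights were 0.133 for replicate 4 at 2.8% and 0.128 for replicate 4 at 20.9% oxygen. The highest weight, 7.32, was that of replicate 1 at 0.5%, where the other arrays had 0.503 to 1.12. The weighted mean at 0.5% therefore rests largely on 1 array. With replicate 4 at 2.8% and replicate 4 at 20.9% left out, the counts were 23, 541 and 158 for the 3 comparisons among intermediate levels, in the same order. Without the 2 directly centrifuged samples they were 5, 122 and 49, from fewer samples. With only the 2 levels compared in the fit they were 34, 138 and 159. In that fit 0.5% and 2.8% against 20.9% had 1086 (1918) and 952 (2209), and the spread comes from 8 or 10 arrays. The main fit takes 1 spread per gene for all levels, but the residual spread of single arrays differed between levels. It was 0.08 to 0.14 at 1.0%, 0.14 to 0.32 at 2.8% and 0.18 to 0.34 at 20.9% oxygen. One shared spread is then too small for the noisier levels and too large for the others. How far this accounts for the shifts was not tested. With 2 samples each at 0.5 and 2.8% oxygen, the median counts over 36 choices were 0 for 0.5% against 1.0% (506 at an unadjusted p under 0.05 in limma), 78.5 for 0.5% against 2.8% and 47.5 for 1.0% against 2.8%, again from fewer samples. With 3 samples at 1.0% as well, where 1 chemostat gave 4 samples, the medians over 720 choices were 746.5, 940.5 and 835 for 0% against 0.5, 1.0 and 2.8%, and 1050, 1508 and 1232.5 for these against 20.9%. Among the intermediate levels, in the order used above, they were 0 (286 at an unadjusted p under 0.05), 41 and 16, from still fewer samples.

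No general pairing of the samples by replicate number was seen. Of 36 pairs with the same number 13 correlated above 0.1 (from -0.595 to 0.581, median 0.0508, against -0.00733 in other pairs), and 4 of 22 samples correlated best with one of their own number. A fit with the number as a replicate block called 890 genes for 0% against 1.0%, 0 for 0.5% against 1.0% (231 at an unadjusted p under 0.05 in limma), 151 for 0.5% against 2.8%, 25 for 1.0% against 2.8% and 1446 for 1.0% against 20.9% (2326 without the block). It passed 5 lists for 0.5% against 1.0% (2 without it). The block also takes up degrees of freedom.

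Leaving out 1 array at a time, 0.5% against 1.0% gave 4 to 17 genes: 4 without replicate 4 at 0.5%, 17 without replicate 4 at 2.8%, and 5 without replicates 1 or 3 at 0.5% or replicates 3, 4, 5, 6 or 7 at 1.0%. For 0.5% against 2.8% the range was 151 to 440, with 189, 199 and 151 without replicates 1, 2 and 3 at 0.5% and 204 without replicate 1 at 2.8%. For 1.0% against 2.8% it was 68 to 147, with 147 without replicate 4 at 20.9%. The lists passing for 0.5% against 1.0% numbered 1 to 5, with 4 without replicate 2 at 0.5%, replicate 6 at 1.0% or replicate 1 at 20.9%, 5 without replicate 3 at 0.5% and 1 without replicate 3 at 1.0%. In the other comparisons lists passing stayed within 1.5 times. With an estimated correlation between genes, camera passed 0 lists in each of the 7 comparisons, and 1 to 8 lists had an unadjusted p under 0.05; estimated correlations were higher than the preset one in most lists, which widens the test.

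For transcripts and proteins, r with the brightest spot of each gene was 0.672 at 0%, 0.518 at 0.5%, 0.669 at 1.0%, 0.627 at 2.8% and 0.634 at 20.9% oxygen, and Spearman's rho was 0.546, 0.425, 0.5, 0.463 and 0.472; the cause was not tested. With 1 array left out r stayed within 0.366 to 0.517. Raising m of the clustering by 0.1 left 1606 genes assigned (3127 at m = 1.25), as a higher m makes memberships fuzzier; the other alternatives gave 2343 to 4539. The cluster with 40 mitochondrial ribosome and 8 import genes held 26 and 4 with that m, 18 and 1 with only the genes that respond to oxygen, and 22 and 2 without the 2 directly centrifuged samples; the cause was not tested.

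Of 7075 values of the 222 gene changes named in the text under the alternatives, 6925 kept their direction and their side of the threshold, 127 no longer passed, 18 newly passed and 5 had the opposite sign. Those with the opposite sign were not called under either setting, all from 2.8 to 20.9% oxygen: FET4 (-0.097 with quantile normalisation again), ARN2 (-0.004 with quantile normalisation again and -0.127 without replicate 2 at 20.9%), FRE3 (0.144 with array weights) and FRE2 (0.047 without replicate 3 at 20.9%). With 1 array left out, ARN2 ranged from -0.127 to 0.239 and FRE2 from -0.163 to 0.047. The cause was not tested.

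Other splits of the same samples (35 or 100 of them) never gave as many called genes (1 split each, the real one). The splits take samples as exchangeable, which samples of 1 chemostat are not. A split that mixes levels also moves their difference into the spread, which lowers its count. The splits therefore show that the counts depend on the true grouping, but not that chance is excluded. A difference between chemostats is not excluded, as only 2 were sampled at 0.5% and 2 at 2.8% oxygen and 1 of those at 1.0% gave 4 samples. The highest other counts were 2 for 0% against 0.5% (real 1466), 0 for 1.0% (1557), 12 for 2.8% (1402) and 3 for 20.9% (2757). For 20.9% they were 10 against 0.5% (1918), 17 against 1.0% (2326) and 311 against 2.8% (2209). Among the intermediate levels they were 1 for 0.5% against 1.0% (9) and 0 for 2.8% against 0.5% (309) and against 1.0% (93). The F test had 1 (3268), and peaks (288) and dips (153) had 0. Iron uptake genes had 1 (7) and the other 9 textbook lists 0, but these lists cover pathways that the paper discusses from the same samples. For the 4 lists that the study named from these samples (DAN, TIR and PAU genes, the 2 sets with Xbp1p sites and the minor pentose phosphate isoenzymes) the splits decide nothing, as their genes were chosen for the change. For the number of lists that pass with the preset correlation, chance cannot be excluded in any comparison: 10 against a highest other of 13 for 0% against 0.5 and 1.0% (13 of 100 splits as large), 8 against 14 for 0% against 2.8% (10 of 35), 13 against 15 for 0% against 20.9% (3 of 35), 2 against 7 for 0.5% against 1.0% (64 of 100), 6 against 8 for 0.5 and 1.0% against 2.8% (15 of 100), 12 against 13 for 0.5 and 1.0% against 20.9% (6 of 100) and 12 against 14 for 2.8% against 20.9% (7 of 35).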

Differences from the paper's values

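The fit without replicate 4 at 2.8% and replicate 4 at 20.9% oxygen was the only test in this part chosen after the result was seen. The paper's highest number of genes between 0% and an intermediate oxygen level is 2400, and here the highest of the 3 comparisons was 1557, at the same adjusted threshold. Of the alternatives set before the data were examined, 7 came within 1.5 times of the paper's number: all probe sets (1641), array weights (2499), the fit without the 2 directly centrifuged samples (1647), only the 2 levels compared in the fit (2190), and the fits without replicate 4 at 2.8% (1706), replicate 1 at 20.9% (1616) and replicate 4 at 20.9% oxygen (1750). The other 25 did not. These were the replicate block, the mean of the probe sets of a gene, the fit without the dimmest 25% of genes, the 2 further scalings, variances with a trend and robust estimation, and the other 19 fits with 1 array left out. Without the 2 arrays named above it was 2007.

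The paper's lowest correlation of transcripts and proteins is 0.41, and here it was 0.374. With Spearman's correlation the lowest was 0.425 and with 1 spot per gene 0.518, so neither came within 1 standard deviation of the fits with 1 array left out. The paper's highest correlation is 0.55, and here it was 0.515. Spearman's correlation (0.546) came within that distance of it, and 1 spot per gene (0.672) did not. That distance reflects only the choice of arrays, with the spots and their values kept. It does not measure the uncertainty of r over the 209 spots, so these differences from the paper may lie within it.

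For the iron uptake genes that were higher at 2.8% than at 20.9% oxygen the paper's lowest fold is 2, and here it was 3.43. Without replicate 1 at 0% it was 1.68 and without replicate 3 at 20.9% oxygen 1.84, where FRE1 passed too. The other 29 alternatives stayed more than 1.5 times apart, with 1.28 with array weights, 1.24 without replicate 4 at 2.8% oxygen and 3.25 to 3.67 in the rest.

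The paper has more genes differing from anaerobic than from fully aerobic conditions at the intermediate levels. Here more differed from 20.9% oxygen (1918, 2326 and 2209) than from 0% (1466, 1557 and 1402), and with all probe sets in the fit the numbers were 2013, 2439 and 2334 against 1547, 1641 and 1485. With array weights the order at 0.5 and 1.0% was that of the paper (2499 and 2496 genes from 0%, 2205 and 2437 from 20.9%). With only the 2 levels compared in the fit it was so at all 3 levels (1406, 2190 and 1009 from 0%, 1086, 2118 and 952 from 20.9%). The paper's range against anaerobic conditions lies near the numbers found here against 20.9% oxygen, and its range against fully aerobic conditions near those against 0%.

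Of the main enzymes of the TCA cycle, the paper gives FUM1, LSC1 and LSC2 as highest in fully aerobic conditions. Means of FUM1 and LSC1 were highest at 20.9% oxygen, whereas LSC2 had 11.99 at 2.8% and 11.91 at 20.9% (adjusted p = 0.5).

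GND1, TKL1 and TAL1 are described in the paper as not differing between oxygen levels. In the F test none of the 3 passed, but from 0 to 20.9% oxygen TKL1 (log2 change -0.69, adjusted p = 0.002) and TAL1 (0.28, adjusted p = 0.0017) did. With the replicate block neither passed.

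NQM1 is among the genes that the paper gives as higher at intermediate levels than without oxygen. It passed at 0.5 and 1.0% but not at 2.8% (log2 change 0.74, adjusted p = 0.023). It passed there with array weights, without the 2 directly centrifuged samples, without replicate 4 at 2.8% oxygen and without the 2 arrays farthest from their groups. The paper describes the minor isoenzymes as depending on absence, limit or excess of oxygen and not on its absolute level. TKL2 differed among the intermediate levels, 4.31-fold lower at 2.8% than at 0.5% and 3.36-fold lower than at 1.0% oxygen, both called.

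Pathway tests in the paper use other gene sets than the lists here. The paper found no pathway that differed between 0.5 and 1.0% oxygen. Here 2 of 29 lists passed with camera at the preset correlation and 3 with PAGE, and 0 with an estimated correlation (1 at an unadjusted p under 0.05). Oxidative phosphorylation and pheromone signalling are given as differing from anaerobic conditions at 0.5 or 1.0% but not at full aeration. By camera the respiratory chain also passed at 20.9% (adjusted p = 0.0041), though not by PAGE (adjusted p = 0.42), and the pheromone response passed by both (adjusted p = 0.0012 and 0.0051). With an estimated correlation neither passed at 20.9% (adjusted p = 0.43 and 0.22). Arginine, proline and glutathione metabolism and exocytosis, named with them, did not pass at 0.5 and 1.0% by camera or by PAGE. Protein folding, which the paper gives as unique to 2.8% against 20.9%, also passed by camera between 0 and 20.9% (adjusted p = 4e-04, and 0.25 with an estimated correlation) and between 0.5 and 1.0% together and 2.8% oxygen (adjusted p = 5e-07, and 0.34 with an estimated correlation). Iron homeostasis is given in the same way, and iron uptake also passed by camera between 0.5 and 1.0% together and 20.9% (adjusted p = 0.00086, and 0.19 with an estimated correlation) and by PAGE between 0 and 20.9% oxygen (adjusted p = 9.4e-06).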

Other observations

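Tests chosen only after the result was seen were those on cells of mating type a. RNR2, RNR3 and RNR4 encode subunits of ribonucleotide reductase (RNR2 and RNR4 were chosen after their values were seen). HUG1 had log2 levels of 10.54 ± 0.56 at 0%, 4.25 ± 0.15 at 0.5% and 4.91 ± 0.31 at 20.9% oxygen. RNR3 had its lowest levels in between: the intermediate mean differed by -1.64 from 0% and by -1.62 from 20.9% oxygen (adjusted p = 6.7e-12 and 2.7e-11). For RNR2 these differences were -0.81 and -0.53 (adjusted p = 2.4e-09 and 1.4e-06), and for RNR4 -0.92 and -0.46 (adjusted p = 2.5e-08 and 1.7e-04). Of 4 pairs of genes known from earlier work to be switched by oxygen, the hypoxic members ANB1 and AAC3 had log2 changes of -5.24 and -3.26 from 0 to 0.5% oxygen (adjusted p = 6.9e-18 and 1.1e-08). CYC7 was not called over that step (adjusted p = 0.29). The aerobic members CYC1, COX5A and PET9 peaked at the intermediate levels, and HYP2 rose by 0.56 (adjusted p = 8.7e-08).

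Hexose transporters changed singly, with 7 of 17 higher and 4 lower at 20.9% than at 0% oxygen (the same numbers when adjusted over the list alone). HXT5 rose by 3.58 from 2.8 to 20.9% oxygen (adjusted p = 2.1e-08). HXT2 fell by 2.88 from 0 to 0.5% and rose by 2.36 from 2.8 to 20.9% (adjusted p = 9.5e-09 and 2.8e-07). HXT10 peaked in between, and from 2.8 to 20.9% it fell by 2.25, to near the background (adjusted p = 1.6e-08). Among genes that oxidise cytosolic NADH at the mitochondrial surface, NDE1 and GUT2 rose by 2.09 and 2.46 from 0 to 0.5% oxygen (adjusted p = 4.0e-15 and 3.1e-13). NDE2 rose by 3.02 at the last step (adjusted p = 1.7e-08). Of 27 regulators, HAP3, HAP4, STE12 and CAT8 peaked and HAP1, UPC2, ECM22 and MSN2 dipped at the intermediate levels. For HAP4, which activates respiratory genes, the intermediate mean exceeded 0% by 0.63 and 20.9% by 0.61 (adjusted p = 4.1e-06 and 4.7e-06). SIP4, of gluconeogenic control, rose by 2.86 from 2.8 to 20.9% (adjusted p = 2.3e-08).

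From 0 to 20.9% oxygen, of 18 ribosomal protein genes present in 1 copy none was higher and 14 were lower (the same numbers when adjusted over the list alone; camera adjusted p = 0.0011, and adjusted p = 0.37 with an estimated correlation). Of 23 genes of sphingolipid synthesis 3 were higher and 14 lower, of 18 of sulphur metabolism 1 and 11, and of 11 of haem synthesis 1 and 6, each with the same numbers over the list alone. Replicate 4 at 20.9% oxygen stood apart in sulphur metabolism (11.02 against 11.46 to 11.54), and without it 8 of these genes were lower and the change of the list mean was -0.21 in place of -0.33. Camera gave adjusted p = 0.016, 0.013 and 0.043 for these 3 lists (adjusted p = 0.15, 0.4 and 0.22 with an estimated correlation). Of 16 genes of glycolysis 2 were higher and 5 lower, of 23 of oxidative stress defence 8 and 5, and of 34 of sporulation and meiosis 10 and 5 (each the same over the list alone). Of 17 glutathione genes 10 were higher and 2 lower (11 and 2 over the list alone; camera adjusted p = 0.00046, and adjusted p = 0.16 with an estimated correlation).

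All 7 genes specific to a cells were called higher at 20.9% than at 0% oxygen in these alpha cells, by a median log2 change of 0.67 (6 genes without replicate 4 at 20.9%), at dim levels (MFA1 had 6.55 ± 0.39 at 0% and 7.84 ± 0.41 at 20.9%). In 10000 random lists matched on mean level at most 6 of 7 members were called higher. The margin is 1 gene and depends on replicate 4 at 20.9%, so dim probe sets rising together at 20.9% stay open. Cells of mating type a in the 20.9% cultures alone, or in every culture with oxygen, cannot be told apart from a change within alpha cells, since genes so near the background decide nothing. From 2.8 to 20.9% oxygen MFA1 changed by -0.623 (adjusted p = 0.0074) while STE6 rose by 0.66 (adjusted p = 7.7e-04), and 3 of the 7 genes were higher at 0.5% than at 0%. A weaker repression of these genes in aerated alpha cells stays open as well and was not tested.

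Cells collected by direct centrifugation at 2.8% oxygen were compared with those collected in cold buffer, 2 samples each. In limma 0 genes passed, 185 had an unadjusted p under 0.05, and the smallest adjusted p was 0.87. Replicates 2 and 4 at 0.5% oxygen lay closer to the mean at 1.0% than to that of the other arrays at 0.5% (distances 18.1 against 18.4 and 16.4 against 17.4), and the other 20 of 22 arrays lay closest to their own level. In 15 of the 22 arrays the deviations of ribosome biogenesis and of stress genes had opposite signs.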
